# P38 inhibition reverses TGFβ1 and TNFα-induced contraction in a model of proliferative vitreoretinopathy

**DOI:** 10.1038/s42003-019-0406-6

**Published:** 2019-05-03

**Authors:** Lauren Schiff, Nathan C. Boles, Marie Fernandes, Bar Nachmani, Ronald Gentile, Timothy A. Blenkinsop

**Keywords:** Mechanisms of disease, Collective cell migration

## Abstract

Proliferative vitreoretinopathy (PVR) is a metaplasia in the vitreous of the eye manifested by the transformation of retinal pigment epithelial (RPE) cells and the development of contracting epiretinal membranes (ERM), which lead to retinal detachment and vision loss. While TGFβ1 and TNFα have been associated with PVR, here we show that these cytokines act synergistically to induce an aggressive contraction phenotype on adult human (ah)RPE. Connected RPE detach upon contraction and form motile membranes that recruit more cells. TGFβ1 and TNFα (TNT)-induced contracting membranes uniquely express muscle and extracellular rearrangement genes. Whole transcriptome RNA sequencing of patient-dissected PVR membranes showed activation of the p38-MAPK signaling pathway. Inhibition of p38 during TNT treatment blocks ahRPE transformation and membrane contraction. Furthermore, TNT-induced membrane contractility can be reversed by p38 inhibition after induction. Therefore, targeting the p38-MAPK pathway may have therapeutic benefits for patients with PVR even after the onset of contracting ERMs.

## Abstract (web summary)

Schiff et al. show that coactivation of TGFβ1 and TNFα causes aggressive contraction of human retinal pigment epithelial cells and increases expression of genes coding for muscle and extracellular rearrangement proteins. This pathological phenotype is reversed by p38 inhibition, highlighting its potential therapeutic role against proliferative vitreoretinopathy.

## Introduction

Epiretinal membranes (ERMs) are metaplasia near the retina that occur due to activation of quiescent retina cell populations including Muller’s glia, macrophages, and RPE cells^1^. ERMs can be benign and asymptomatic or can be aggressive and exhibit myocontractile behavior, leading to retinal detachments and vision loss^2^. The most aggressive form of ERM formation, Proliferative Vitreoretinopathy (PVR), is thought to derive its severity from activation of RPE, since membranes are composed of up to 95% RPE^3^. Similarly, when RPE are not present, a less aggressive ERM phenotype is observed^4^. We previously discovered a putative multipotent stem cell population in RPE, which may contribute to this observed cellular plasticity^5^.

Development of PVR occurs following a retinal tear and complicates rhegmatogenous retinal detachment, resulting in epiretinal and subretinal membrane formation that can re-detach the retina and lead to blindness. The risk factors for PVR, the primary cause of retinal re-detachment after retinal surgery, include the size of the retinal tear, presence of vitreous hemorrhage, intraocular inflammation and trauma^6–9^. During a retinal tear dislodged RPE come in contact with the vitreous which stimulates RPE migration on the surface of the retina. Inflammatory mediators and blood released from the retinal tear triggers the RPE to become metaplastic and produce collagen, resulting in ERM formation and contraction. Clinically, the retina develops wrinkling and folds which overwhelm the forces keeping the retina attached^10,11^. PVR is also characterized by intraretinal changes caused by retinal gliosis where Müller and other glial cells play an important role^10^.

Although many cytokines, including transforming growth factor beta (TGFβ)^12^ and tumor necrosis factor alpha (TNFα)^13^, have been implicated in retinal tear-induced PVR, what behavioral changes are induced in RPE is not well understood. Both TGFβ and TNFα have been implicated in fibrotic diseases^14–18^. Furthermore, nucleotide polymorphisms in TGFβ1 and TNF loci are known to confer an elevated risk of PVR, suggesting a genetic component^19–21^. TNFα alone has been found to stimulate the production of EMT-associated fibrotic aggregates in ARPE-19, a RPE immortalized cell line^22^ and can affect RPE barrier function via p38 signaling pathway^23^. However, using the same immortalized ARPE-19, another group found both TGFβ1 and TNFα co-stimulation was necessary to produce similar aggregates^24^. The use of ARPE-19 to faithfully predict RPE behavior has come under scrutiny due to reports of not responding like or nor possessing elements of native physiology, leading to reproducibility issues^25–29^.

We sought to characterize the impact of TGFβ and TNFα on a functional ahRPE monolayer with native electrophysiology^30^ and evaluate whether this treatment in vitro evoked changes observed in PVR in vivo. Only upon TGFβ and TNFα co-treatment (TNT), ahRPE form aggregates and their formation is contraction dependent with similar protein composition to patient-dissected PVR membranes, a distinct phenotype not evoked by either TGFβ1 or TNFα treatment alone. Additionally, we identified enrichment of the p38-MAPK pathway in both TNT-treated ahRPE and patient-dissected PVR samples. Lastly, we found inhibition p38-MAPK not only prevents, but can also reverse contractility, potentially the most damaging acquired RPE behavior in PVR.

## Results

### TGFβ1 and TNFα induce ahRPE to form 3D masses

We sought to evaluate the response of ahRPE with native physiology to being dislodged from the epithelial monolayer and exposed to TGFβ1 and TNFα. Following maturation, ahRPE cells were replated and treated with control FBS-basal media, or FBS-basal media supplemented with TGFβ1, or with TNFα, or with the combination of TGFβ1 and TNFα (TNT) (Fig. 1a). Within 5 days, ahRPE treated with TNT-supplemented media underwent a distinct transformation and generated three-dimensional (3D) aggregates (Fig. 1b) resembling those observed in ARPE-19^22,24^. Only in the TNT-treated condition RPE exhibited the formation of aggregates 363.7 ± 61.8, *P* < 0.001, (*n* = 26) per well of a 24 well plate, and neither TGFβ1 0 ± 0, *P* < 0.001, (*n* = 26), nor TNFα alone 0 ± 0, *P* < 0.001, (mean ± S.E.M; *n* = 26) induced a similar ahRPE transformation (Fig. 1d). We repeated the experiment with varying FBS concentration and found aggregate production is independent of FBS since 3D aggregates were formed with 0%, 317.7 ± 57.1, *P* < 0.01, (*n* = 3), 2%, 474.9 ± 138.8, *P* < 0.01, (*n* = 8), 3% 195.5 ± 25.8, *P* < 0.001, (*n* = 8), and 5% FBS 448.6 ± 151.3, *P* < 0.01, (mean ± S.E.M; *n* = 7) (Fig. 1d).

**Fig. 1:**
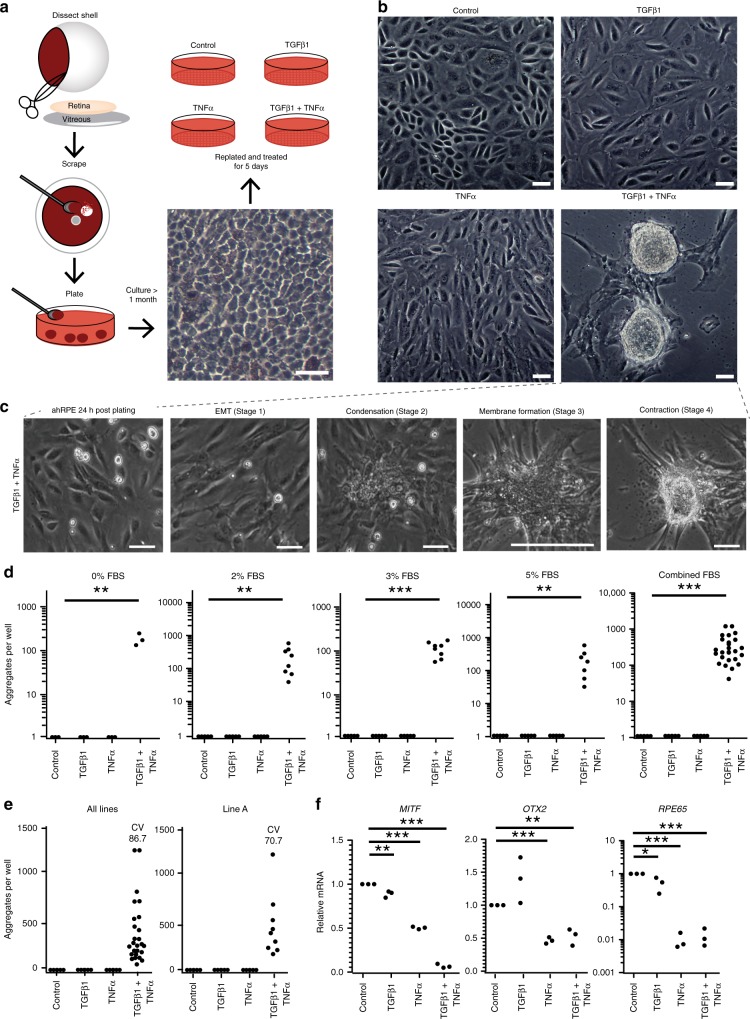
TGFβ1 and TNFα work synergistically to induce transformation of RPE. RPE cultured in the presence of 10 ng/ml TGFβ1 and/or TNFα for 5 days then assayed morphologically and transcriptionally. **a** RPE dissection schematic. Scale bar = 50 μM. **b** Phase images of RPE 5 days after treatment with TGFβ1 and/or TNFα. Scale bar = 50 μM. **c** Time-lapse image frames highlighting stages of RPE transformation when stimulated with TGFβ1 and TNFα for 5 days. Scale bar = 300 μM. **d** Quantification of contractile membranes with varying concentrations of FBS after 5 days treatment with TGFβ1 and/or TNFα. **e** Coefficient of variation (CV) for total RPE lines (n = 11) and one RPE line. **f** RT-qPCR of RPE markers. Statistical significance was calculated using Student’s *t*-test, *P < 0.05; **P < 0.01; and ***P < 0.001

We tested ahRPE lines from 11 different, non-genetically matched donors, and found that 100% of the lines exhibited the formation of aggregates exclusively upon TNT treatment (Fig. 1e). However, in some experiments we only found 42 aggregates, while in others we counted 1200. To determine whether the variability was due to genetic differences between lines or experimental variability, we compared interline variability in membrane number formed upon TNT treatment between all donor ahRPE lines to intraline variability, i.e., variability of the number of membranes formed within individual lines in different experiments. We graphed the interline variability for the line for which we conducted the highest number of experiments (*n* = 6), Line A. A list of the CV for each line is presented in Table S1. The CV across all experiments was 86.7% (n = 26), whereas intraline CV for line A was 70.67% (*n* = 6), suggesting non-genetic influences account for at least 81.5% of the observed membrane formation variability between experiments (Fig. 1e and Supplementary Table 1). By qPCR we also observed reduced expression of the known RPE identity markers, *MITF* 0.069 ± 0.01, *P* ≤ 0.001, (*n* = 3), *OTX2* 0.527 ± 0.07, *P* ≤ 0.01, (*n* = 3), and *RPE65* 0.013 ± 0.01, *P* ≤ 0.001, (mean ± S.E.M; *n* = 3) compared to control (Fig. 1f). Taken together, the data suggest that TNT inhibits RPE identity and drives aggregates formation in RPE independently of genetic background.

### TGFβ and TNFα induced aggregate formation are contraction dependent

Due to the perceived contractile nature of the membranes, we evaluated changes in extracellular matrix reorganization and motility-associated changing genes. The muscle associated actin ACTG2 and the extracellular matrix protein TENASCIN C were both significantly up regulated in TNT-treated ahRPE compared to control, TGFβ1, or TNFα treated RPE (*ACTG2* 19.7 ± 4.4, *P* ≤ 0.01, (*n* = 10) and *TENASCIN C* 6540.6 ± 4063.1, *P* ≤ 0.01, (mean ± S.E.M; *n* = 10) (Fig. 2a) and protein levels (Fig. 2b). We further hypothesized contraction underlies TNT induced aggregation and tested inhibitors of mechanisms involved in contraction. Upon TNT treatment in the presence of (S)-nitro-Blebbistatin, an inhibitor of myosin II ATPases, ahRPE were unable to generate contractile masses (Figs. 2c, d). Additionally, cells treated with TNT in combination with W-7 hydrochloride, a calmodulin antagonist which inhibits myosin light chain kinase, were similarly unable to generate contractile masses (Figs. 2c, d). These results suggest ahRPE aggregation depends on contraction.

**Fig. 2:**
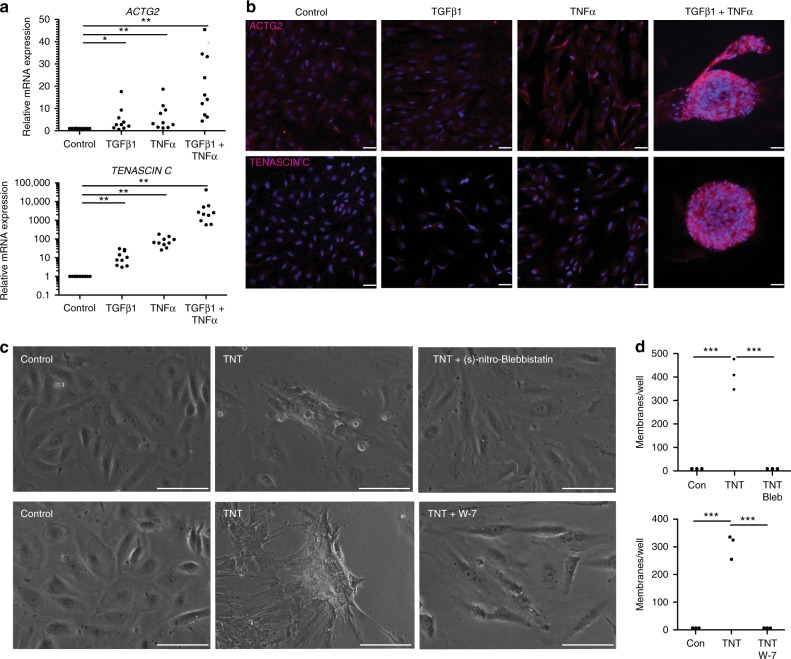
The role of contractility in TGFβ1 and TNFα induced PVR-like membranes. **a** RT-qPCR of extracellular matrix and cell motility markers. **b** Anti-ACTG2 and TENASCIN C immunostaining. Scale bar = 75 μm. **c** Phase images of RPE 5 days after treatment with TNT, TNT + (s)-nitro-Blebbistatin, or TNT + W-7. Scale bar = 50 μm. **d** Quantification of contractile membranes per well after 5 days in control media, TNT media, TNT + (s)-nitro-Blebbistatin media, or TNT + W-7 media. Statistical significance was calculated using Student’s *t*-test, *P < 0.05; **P < 0.01; and ***P < 0.001

To better observe changes between untreated ahRPE, and ahRPE treated with TGFβ1 or TNFα or TNT, we conducted a 72 h-long time-lapse imaging, taking one frame per half hour. In FBS-basal media, ahRPE proliferate and begin to re-establish a monolayer (Supplementary Movie 1) while ahRPE treated with TGFβ1 (Supplementary Movie 2) or TNFα (Supplementary Movie 3) appear more mesenchymal. In TNT supplemented media, ahRPE undergo dramatic morphological and behavioral changes (Supplementary Movie 4). RPE transformation can be divided into four distinct stages (Fig. 1c). First, ahRPE lose high phase edges representative of epithelial cells and begin to appear more mesenchymal (stage 1). Then, cells begin to condense into discrete centers (stage 2). A ridge forms at the edge of these groups suggesting multiple layers we refer to as a membrane (stage 3). Finally, the cluster synchronously contracts to form a contracting membrane (stage 4). These membranes develop more quickly at the edge of the well and contract in discrete, almost rhythmic spurts, eventually ripping cells off the plate (Supplementary Movie 5).

### Differences between TGFβ and TNF cytokine family members

Both TGFβ2 and TNFβ have been implicated in PVR and may also induce a similar response in RPE^12,20^. To determine if cytokine family members behaved similarly, we analyzed ahRPE upon treatment with TGFβ1 + TNFα (TNT), TGFβ2 + TNFα, TGFβ1 + TNFβ and TGFβ2 + TNFβ. Upon 5 days of treatment, all conditions produce robust contracting membranes (Supplementary Fig. 1A) and express PVR associated EMT proteins (Supplementary Fig. 1B). While there was no statistical difference in quantity of contractile membranes produced between treatments, TGFβ1 + TNFα tended to produce the most membranes and express PVR associated EMT genes compared to other combinations (Supplementary Fig. 1C, D). Due to these minimal differences and the implication of TGFβ1 and TNFα in the literature, we continued to explore the effect of TGFβ1 and TNFα.

### The combination of TGFβ1 and TNFα drives ahRPE toward a PVR phenotype

Considering the usefulness of an in vitro model of the transformation of RPE during PVR, we sought to compare TNT-treated ahRPE with patient-dissected PVR samples by immunofluorescence imaging and gene expression analysis. We evaluated patient-dissected PVR membranes that an independent clinical pathology lab had confirmed to originate from RPE. By immunofluorescence, all patient-dissected PVR membranes expressed the characteristic EMT markers αSMA and SNAIL as well as the known extracellular matrix proteins^31^ Collagen alpha-2(I) chain (COL1A1), Collagen alpha-2 (II) chain (COL1A2), and LAMININ^32^ similar to RPE treated with TNT (Fig. 3a). TNT treatment also results in increased mRNA expression of *COL1A1* 629.922 ± 219.714, *P* ≤ 0.01, (*n* = 11), *COL1A2* 472.870 ± 204.383, *P* ≤ 0.05, (*n* = 13), *LAMB2* 4.634 ± 0.697, *P* ≤ 0.01, (*n* = 3), *SNAI1* 122.034 ± 40.710, *P* ≤ 0.01, (*n* = 8), and fibronectin, *FN1* 78.294 ± 24.959, *P* ≤ 0.05, (mean ± S.E.M; *n* = 3) compared to untreated and ahRPE treated with either TGFβ1 or TNFα alone (Fig. 3b). Moreover, expression of *COL1A1* and *COL1A2* in patient-dissected PVR membranes was not significantly different compared to TNT-treated ahRPE: *COL1A1* 1128.5 ± 337.7, *P* = 0.0513, (*n* = 6) and *COL1A2* 1615.6 ± 532.0, *P* = 0.0977, (mean ± S.E.M; *n* = 7) (Fig. 3c). Additionally, Western blot analysis demonstrated that upon TNT treatment, there was a shift in expression in ahRPE from E-Cadherin to N-Cadherin, indicating an EMT process^33^ (Fig. 3d).

**Fig. 3:**
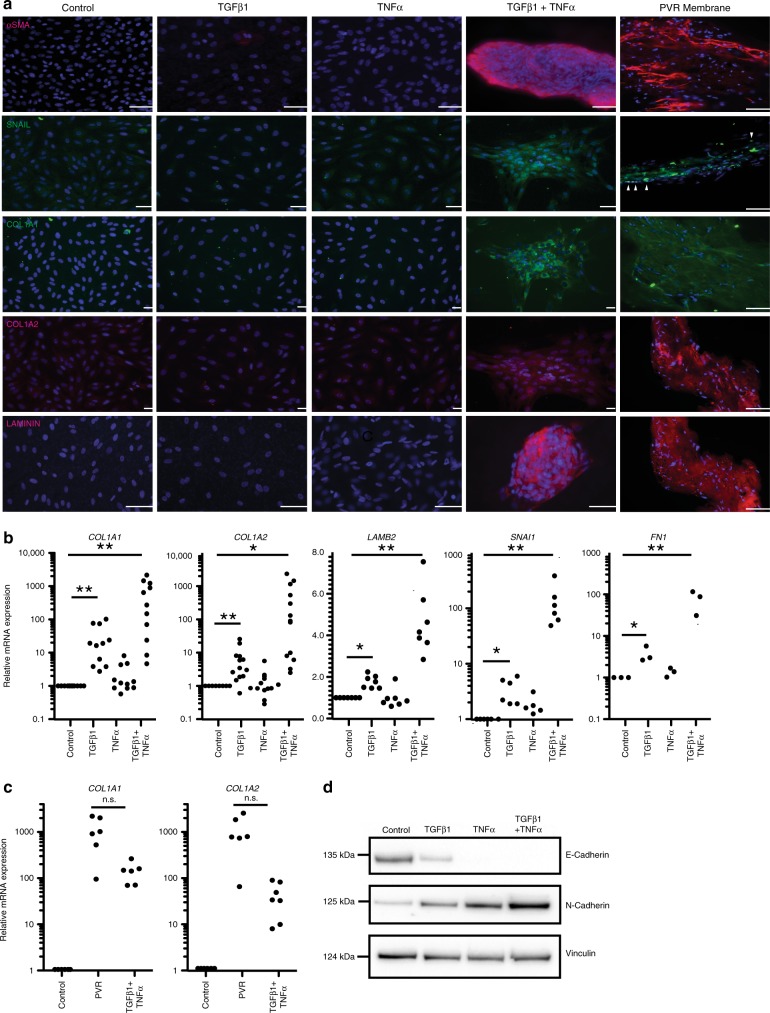
Characterization of TNT-treated ahRPE compared to patient-dissected PVR membranes. **a** Patient-dissected PVR samples and ahRPE were treated with 10 ng/ml TGFβ1 and/or TNFα for 5 days then fixed. Immunostaining was performed with Anti-αSMA (scale bar = 100 μm), SNAIL, COL1A1, COL1A2 (scale bar = 50 μm), and LAMININ (scale bar = 50 μm) antibodies. **b** RT-qPCR of extracellular matrix and EMT specific genes. **c** RT-qPCR of extracellular matrix genes in TNT-treated ahRPE compared to patient-dissected PVR membranes. **d** Western blot analysis comparing E- and N-Cadherin expression in ahRPE treated with TNT-for 5 days. Statistical significance was calculated using Student’s *t*-test, *P < 0.05; **P < 0.01; and ***P < 0.001

### p38-MAPK pathway participates in transducing the signal mediated by TNT

While expression of selected proteins and genes showed similarity between TNT-treated ahRPE and patient-dissected PVR samples, we sought to identify gene networks enriched in PVR and determine whether they are also present in TNT treated RPE. To do so, we conducted the first whole transcriptome RNA sequencing of patient-dissected PVR membranes, to our knowledge, and compared them to control and TNT-treated RPE. 

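Of the 8 libraries, 3 came from control ahRPE, 3 from ahRPE treated with 10 ng/ml TGFβ1 and 10 ng/ml TNFα (TNT) and 2 from PVR membranes. The treatment lasted 5 days, a minimum by the sample labels, in medium with 3% serum. Neither a day nor a serum level was recorded for the control libraries. A difference in these could not be told apart from the treatment. By the sample labels, the control and TNT-treated cells came from the same 3 lines, called lines 1, 2 and 3 here, and a library takes the number of its line. The membranes were dissected tissue and the other libraries cultured cells, so each comparison with PVR also compares tissue with culture. The authors aligned the reads to the human genome (GRCh37) with STAR, annotated them with GENCODE 19 and deposited raw counts per gene. The counts per library ranged from 21142040 to 26856005 (median 23628428) in control ahRPE and from 29087072 to 33169412 (median 29854303) in TNT. The PVR libraries held 41812045 and 62297419 counts. From these counts, 19399 genes with enough counts were compared between the groups with edgeR, in 1 fit over all libraries. Log2 fold changes are those fitted by edgeR, given with their standard error (SE). A gene was called changed at an adjusted p under 0.05 and at least a 2-fold change, and members of gene lists were counted at the adjusted p alone. Levels are given as CPM, counts scaled to library size after normalization by TMM, with the mean and SD over the libraries of a group (n = 3 for control ahRPE and TNT, n = 2 for PVR). Where a group had no counts, its level could be up to 0.042 CPM in control ahRPE, 0.0329 in TNT and 0.0286 in PVR, which is 3 counts over the group and covers counting error only.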

In TNT vs. PVR samples, there were 4388 significantly changing genes, while 2088 significantly changing genes overlapped in both comparisons (Fig. 4a), with PVR and TNT samples more similar in gene expression than RPE and TNT samples. 

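CD74, the invariant chain of MHC class II (ENSG00000019582.10, chromosome 5 from 149781200 to 149792532), stood at 2970 ± 287 CPM in PVR (SD, n = 2) and 36.6 ± 4.03 in TNT (SD, n = 3) (log2 fold change 6.34, SE 0.40, adjusted p = 0.001 from edgeR's quasi-likelihood test). CHI3L1, a secreted chitinase-like glycoprotein, was higher in PVR as well (4070 ± 3900 against 6.72 ± 1.59 CPM; log2 fold change 9.24, SE 0.96, adjusted p = 0.0044). BIRC3, an inhibitor of apoptosis induced by NF-κB, was higher in TNT (180 ± 34.4 against 16.8 ± 0.804 CPM; log2 fold change -3.42, SE 0.47, adjusted p = 0.0092). So were the cytokine LIF (1420 ± 136 against 229 ± 37.9 CPM; log2 fold change -2.63, SE 0.38, adjusted p = 0.011) and the neural transcription factor SOX11 (268 ± 99.9 against 6.54 ± 1.58 CPM; log2 fold change -5.36, SE 0.75, adjusted p = 0.0096). For each of these genes, the libraries of both groups did not overlap, which was a condition for genes named by the largest rise or fall. Of all tested genes, 50.8% had no overlap between PVR and TNT, where chance gives 20%. Of 24 TNF and NF-κB target genes, 9 were lower in PVR than in TNT, 1 (LCN2) was higher and 14 did not pass the test (11 lower and 2 higher when adjusted over the list alone). For TNF and NF-κB targets, camera gave adjusted p = 0.000428, and adjusted p = 0.461 with an estimated correlation. All 17 macrophage and microglia markers tested were higher in PVR, the same 17 when adjusted over the list alone. For macrophage markers, camera gave adjusted p = 5.78e-23, and adjusted p = 0.307 with an estimated correlation. No list in any comparison went below 0.307 by camera with an estimated correlation (72 tests), so it does not decide which lists moved. Of 24 RPE identity genes, 13 were higher in PVR than in TNT and 11 did not pass (20 higher when adjusted over the list alone). For RPE identity, camera gave adjusted p = 1.45e-07, and adjusted p = 0.314 with an estimated correlation. Markers of further cell types were higher in PVR than in TNT too, 11 of 13 for photoreceptors, 7 of 7 for glia, 4 of 7 for T and NK cells and 4 of 4 for B and plasma cells (12, 7, 5 and 4 when adjusted over each list alone). By camera these lists gave adjusted p = 5.46e-05, 0.000567, 0.00218 and 0.00203, and adjusted p from 0.314 to 0.366 with an estimated correlation. For photoreceptors the count was none without TNT replicate 1, 1 without TNT replicate 2 or PVR replicate 1, 2 without TNT replicate 3 and 7 without RPE replicate 2. For glia the count was none without TNT replicate 1, 1 without PVR replicate 1, 2 without TNT replicate 3 and 3 without TNT replicate 2. For T and NK cells the count was none without TNT replicate 1, TNT replicate 2 or PVR replicate 1, 1 without TNT replicate 3, 2 without RPE replicate 1 and 8 without PVR replicate 2. For B and plasma cells the count was 1 without TNT replicate 1, TNT replicate 2 or TNT replicate 3 and 2 without RPE replicate 1, RPE replicate 2, RPE replicate 3 or PVR replicate 1. In all, 2563 genes differed between PVR and TNT, 1744 higher and 819 lower in PVR. Of these, 1257 also changed between TNT and control ahRPE, where independent lists of these sizes would share 646.1. Part of the excess may come from the shared controls, here the TNT libraries. Opposed changes are built into these comparisons, since TNT enters both with opposite sign. The fold changes had a Pearson correlation of -0.406 across genes, and -0.435 ± 0.011 in simulated data without any change (SD, 30 simulations). Noise in the shared TNT libraries sets the simulated value, so the 2 values do not tell how far the real changes were opposed. Of the genes changed in both, 713 fell on TNT and were higher in PVR than in TNT, and 469 rose on TNT and were lower in PVR than in TNT. Across all tested genes, the Euclidean distance in log2 CPM was 292.6 ± 25.1 between PVR and TNT libraries (SD over 6 pairs) and 282.6 ± 28.7 between control ahRPE and TNT libraries (SD over 9 pairs), a difference smaller than the spread between pairs. The ratio of both distances, 1.035, was 0.996 without RPE replicate 3, 0.982 without TNT replicate 2 and 0.985 without PVR replicate 1. It was 1.192 without PVR replicate 2 and 1.09 without TNT replicate 3 or by 1 minus Spearman's correlation. It was 0.797 over genes with at least 1 CPM in RPE or TNT, a choice made after the values were seen. Distances between libraries include the spread within each group, which was 205.4 between the 2 PVR libraries, 152.1 within control ahRPE and 157.9 within TNT (means over pairs). The ratio thus does not tell how far the group means lie apart. The count that differed between PVR and TNT was 455 without TNT replicate 1, 842 without PVR replicate 1, 1393 without TNT replicate 2, 1498 without RPE replicate 2, 1593 without TNT replicate 3 and 1664 without RPE replicate 1, and the count changed in both was 228 without TNT replicate 1, 415 without PVR replicate 1, 600 without RPE replicate 2, 690 without RPE replicate 1, 732 without TNT replicate 3 and 832 without TNT replicate 2. The count of 713 was 145 without TNT replicate 1, 285 without PVR replicate 1, 349 without RPE replicate 2, 380 without TNT replicate 3, 405 without RPE replicate 1 and 427 without TNT replicate 2, and that of 469 was 70 without TNT replicate 1, 78 without PVR replicate 1, 220 without RPE replicate 2, 259 without RPE replicate 1 and 308 without TNT replicate 3. Of the TNF and NF-κB targets, 3 without TNT replicate 1, 4 without PVR replicate 1 and 5 without PVR replicate 2 were lower, and LCN2 did not pass without PVR replicate 2 or any single TNT replicate. Of the RPE identity genes, 4 without TNT replicate 1 and 8 without PVR replicate 1 were higher.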

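LRAT, the lecithin retinol acyltransferase of the visual cycle (ENSG00000121207.7, chromosome 4 from 155548097 to 155674272), was at 1580 ± 739 CPM in control ahRPE (SD, n = 3) and 22.2 ± 20 in PVR (SD, n = 2) (log2 fold change -6.15, SE 1.07, adjusted p = 0.014 from edgeR). SLC45A2, a transporter of the melanosome, fell from 215 ± 12.4 to 20.5 ± 2.1 CPM (log2 fold change -3.39, SE 0.27, adjusted p = 0.0022). Of 24 genes of RPE identity, 10 were lower in PVR than in control ahRPE and 1 was higher, STRA6, the receptor for retinol-binding protein. The other 13, among them MITF, TYR, RLBP1 and MERTK, did not pass the test (20 lower and 1 higher when adjusted over the list alone). For RPE identity, camera gave adjusted p = 7.24e-10, and adjusted p = 0.314 with an estimated correlation. The count of lower genes was 2 without RPE replicate 2, 4 without RPE replicate 1 and 6 without PVR replicate 2. STRA6 did not pass without TNT replicate 1, PVR replicate 1, PVR replicate 2 or any single RPE replicate. Markers of other cell types were higher in the same comparison, 16 of 17 for macrophages and microglia, 5 of 7 for T and NK cells, 4 of 7 for glia and 6 of 13 for photoreceptors (16, 7, 5 and 7 when adjusted over each list alone). By camera these lists gave adjusted p = 3.67e-22, 3.31e-05, 0.0616 and 0.00486, and adjusted p from 0.307 to 0.543 with an estimated correlation. For T and NK cells the count was none without RPE replicate 1, RPE replicate 2 or PVR replicate 1, 2 without TNT replicate 1 and 3 without RPE replicate 3. For glia the count was none without RPE replicate 1 or RPE replicate 2 and 2 without RPE replicate 3 or PVR replicate 1. For photoreceptors the count was none without RPE replicate 1, RPE replicate 2 or PVR replicate 1 and 2 without RPE replicate 3 or TNT replicate 1. Over all genes, 2503 differed between PVR and control ahRPE, 1860 higher and 643 lower in PVR (74.3% higher). PVR vs. TNT gave 2563 genes, and the order of these 2 counts was not stable. With RLE normalization they were 2512 and 2499, without a filter on low counts 3075 and 2851, with DESeq2 4105 and 4061, and with only the 2 groups compared 1888 and 926. It also turned without PVR replicate 1 or any single TNT replicate. The count for PVR vs. control ahRPE was 684 without RPE replicate 1, 714 without RPE replicate 2, 1534 without PVR replicate 1 and 1634 without TNT replicate 1.

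**Figure D1:**
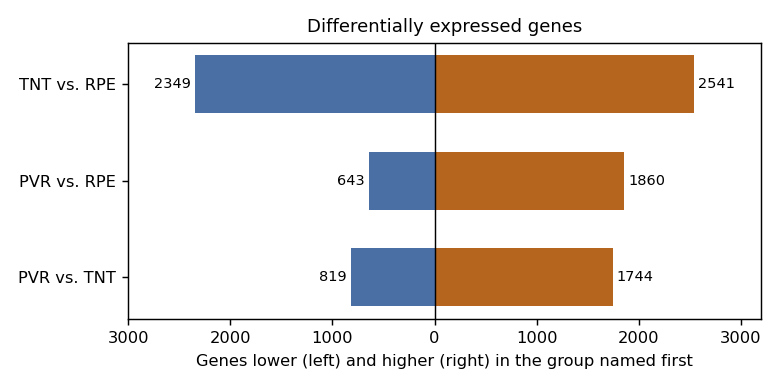
Number of genes called changed in each comparison, with genes higher in the first group to the right of 0 and genes lower to the left. The bars for TNT vs. RPE reach 2541 higher and 2349 lower genes, those for PVR vs. RPE 1860 and 643, and those for PVR vs. TNT 1744 and 819.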

Considering the number of significantly changing genes between the RPE vs. PVR comparison is the smallest, we suggest PVR samples may still contain a population of RPE with gene expression relatively similar to cultured RPE. To investigate this further, significantly changing genes were then analyzed by singular value decomposition (SVD)^34,35^ using the biosvd package^36^. 

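PMEL, a structural protein of melanosomes (ENSG00000185664.10, chromosome 12 from 56347889 to 56367101), stood at 2680 ± 412 CPM in control ahRPE (SD, n = 3), 296 ± 224 in PVR (SD, n = 2) and 12 ± 2.27 in TNT (SD, n = 3), and differed between PVR and TNT (log2 fold change 4.63, SE 0.53, adjusted p = 0.0059 from edgeR). MERTK, the receptor for the uptake of photoreceptor outer segments, followed the same order (45.8 ± 12.2, 21.9 ± 3.83 and 2.84 ± 0.525 CPM; PVR against TNT, log2 fold change 2.94, SE 0.30, adjusted p = 0.0041). Claudin 3 (CLDN3), a tight junction protein, fell on TNT from 9.35 ± 2.99 to 0.673 ± 0.536 CPM (log2 fold change -3.78, SE 0.71, adjusted p = 0.009) and was at 9.09 ± 3.31 in PVR. Glutamine synthetase (GLUL) was also lower in TNT than in control ahRPE (111 ± 18.9 against 1200 ± 830 CPM; log2 fold change -3.44, SE 0.61, adjusted p = 0.0076), with 1170 ± 378 in PVR. Of the 24 RPE identity genes changed on TNT, 12 lay nearer to control ahRPE than to TNT in PVR (RLBP1, MITF, TYR, DCT, PMEL, RGR, SLC16A8, KCNJ13, TRPM3, MERTK, CLDN19 and OCA2), by the group means of log2 CPM. The same held for 5 of 6 changed genes of epithelial junctions (CDH3, CLDN3, CRB3, PARD6B and DSP) and for 11 of 13 mRNAs encoded in the mitochondrion. All 13 of the latter were lower in TNT than in control ahRPE (13 when adjusted over the list alone). For mitochondrial mRNAs, camera gave adjusted p = 6.45e-07, and adjusted p = 0.366 with an estimated correlation. All genes of the mitochondrial genome together held 9.28 ± 2.3% of the counts in control ahRPE, 3.06 ± 0.067% in TNT and 7.12 ± 0.065% in PVR. All 7 glial markers tested, GLUL among them, were higher in PVR than in TNT (7 when adjusted over the list alone). Camera gave adjusted p = 0.000567, and adjusted p = 0.337 with an estimated correlation. The count was none without TNT replicate 1, 1 without PVR replicate 1, 2 without TNT replicate 3 and 3 without TNT replicate 2. The count of lower mitochondrial mRNAs was 2 without TNT replicate 1, 4 without RPE replicate 1, TNT replicate 2 or TNT replicate 3 and with the replicate block and 5 without RPE replicate 2. All 17 macrophage and microglia markers tested were higher in PVR than in TNT as well, 12 without TNT replicate 1. Which cells of the membranes held the mRNAs named here, MERTK among them, was not tested.

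**Figure D2:**
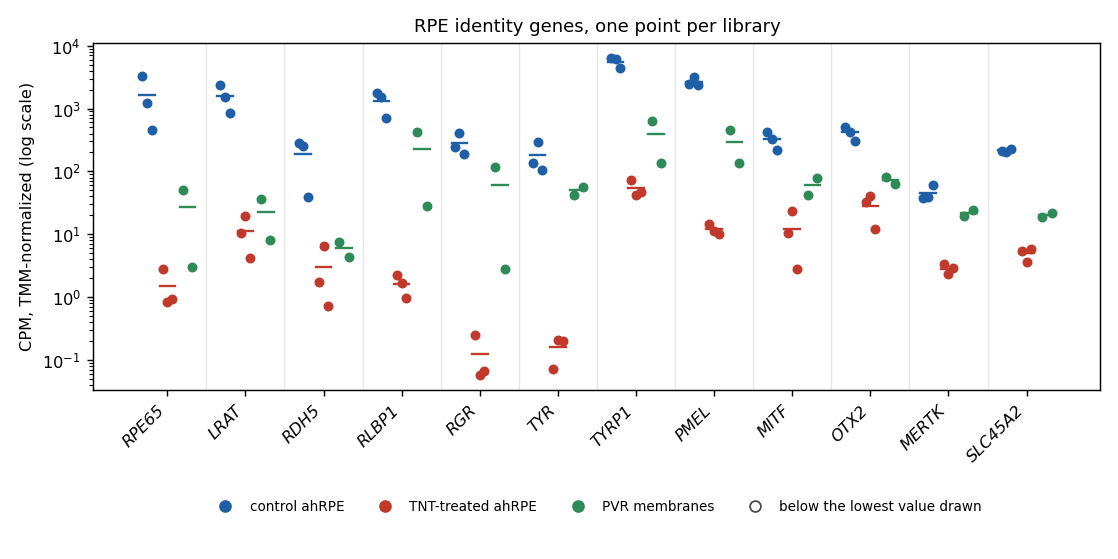
Log CPM of 12 RPE genes in each library of control ahRPE (blue), TNT (red) and PVR (green), with bars at the group means. PMEL lies at 2680 ± 412 CPM in control ahRPE, 296 ± 224 in PVR and 12 ± 2.27 in TNT.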

In fact, when we graph the significantly changing genes individually in eigenspace, we find individual genes from PVR samples in close proximity to RPE (Supplementary Fig. 2). 

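Vimentin (VIM, ENSG00000026025.9, chromosome 10 from 17270240 to 17279592), an intermediate filament protein of mesenchymal cells, rose from 356 ± 52.8 CPM in control ahRPE (SD, n = 3) to 2230 ± 455 in TNT (SD, n = 3; log2 fold change 2.65, SE 0.34, adjusted p = 0.0032 from edgeR) and stood at 2520 ± 847 in PVR (SD, n = 2; against control ahRPE log2 fold change 2.82, SE 0.36, adjusted p = 0.0067). Biglycan (BGN), a proteoglycan of the matrix, was at 2.13 ± 1.95, 783 ± 689 and 502 ± 203 CPM in the same order, and PLAUR, the urokinase receptor, at 1.72 ± 1.09, 99.1 ± 36.3 and 69.3 ± 1.91 CPM. Every TNT and PVR library was above every control library for these genes. Of all tested genes, 50.7% had no overlap with control ahRPE in TNT and 48.9% in PVR, where chance gives 10% and 20%. BGN and PLAUR rose in TNT (BGN log2 fold change 8.52, SE 1.14, adjusted p = 0.0035; PLAUR log2 fold change 5.85, SE 0.54, adjusted p = 0.0015) and in PVR (BGN log2 fold change 7.88, SE 1.13, adjusted p = 0.0084; PLAUR log2 fold change 5.33, SE 0.54, adjusted p = 0.0036). Among the genes changed between TNT and control ahRPE, 22 of 28 genes of the extracellular matrix, 10 of 11 of the mesenchymal transition, 17 of 22 TNF and NF-κB target genes, 11 of 13 TGFβ target genes and 13 of 14 interferon response genes lay nearer to TNT than to control ahRPE in PVR. Over all such genes, 2536 (51.9%) were nearer to TNT in PVR, with 44.9% for PVR replicate 1 and 58.3% for PVR replicate 2 alone. The share was 59.3% among genes that rose on TNT and 43.8% among genes that fell, and the level in PVR lay between both groups for 74.3% of the genes. It fell below 50% over all changed genes without RPE replicate 1 (49.8%) and without PVR replicate 2 (43.7%). Against control ahRPE, PVR was also higher in markers of other cell types, 16 of 17 for macrophages and microglia and 3 of 8 for fibroblasts and pericytes (16 and 6 when adjusted over each list alone). By camera these lists gave adjusted p = 3.67e-22 and 0.0208, and adjusted p from 0.307 to 0.498 with an estimated correlation. For fibroblasts and pericytes the count was 1 without RPE replicate 1, RPE replicate 2, RPE replicate 3, TNT replicate 1 or PVR replicate 1 and 5 without TNT replicate 2 or TNT replicate 3.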

Another interesting point to note is the majority of genes from patient-dissected PVR samples are closer to genes from TNT-treated samples. The first dimension, SVD1 represents 82.5% variance of the data and the second dimension, SVD2 captures 10.7% of the variance, highlighting that SVD1 and SVD2 captures ~93% of the total gene variance (Fig. 4b).

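The libraries of control ahRPE had loadings of -0.45 ± 0.073 on SVD2 (SD, n = 3), those of TNT 0.282 ± 0.097 (SD, n = 3) and those of PVR 0.248 ± 0.058 (SD, n = 2). TNT and PVR thus lay on one side of SVD2 and control ahRPE on the other, and on SVD1 all libraries had loadings of the same sign, 0.353 ± 0.002 in control ahRPE, 0.358 ± 0.003 in TNT and 0.348 ± 0.001 in PVR. Both dimensions came from a singular value decomposition of log2 CPM (prior count 2, no centring) over the 6624 genes changed in at least 1 comparison. These genes were called as changed between the same groups, so the separation of the groups follows in part from the choice of genes. SVD1 held 85.3% of the sum of squares and SVD2 7.31%, together 92.6%. With each gene centred on its mean, the first 2 dimensions held 49.8% and 37.8%, and with CPM without the log 54.2% and 34.7%. On all tested genes SVD2 held 3.7%.

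**Figure D3:**
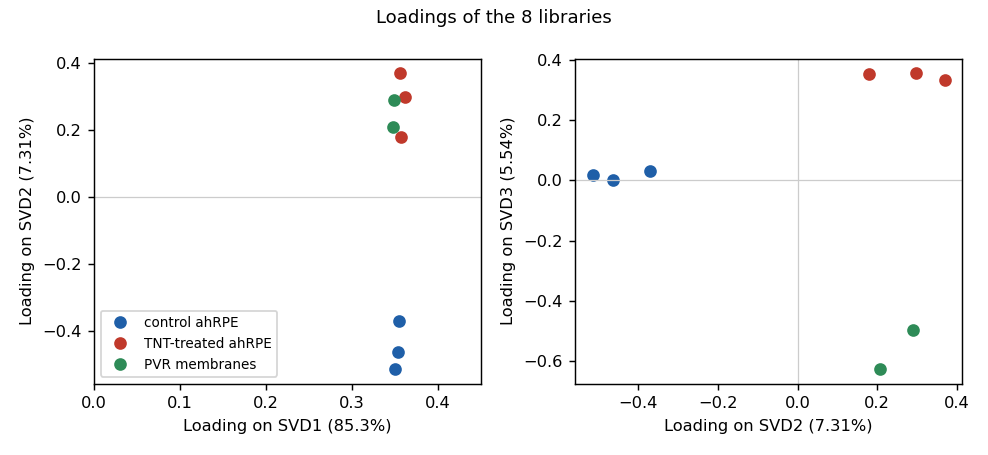
Loadings of the 8 libraries, with SVD1 on the x axis and SVD2 on the y axis on the left, and SVD2 and SVD3 on the right, in blue for control ahRPE, red for TNT and green for PVR. Control ahRPE lies at -0.45 ± 0.073 on SVD2, apart from TNT and PVR.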

**Fig. 4:**
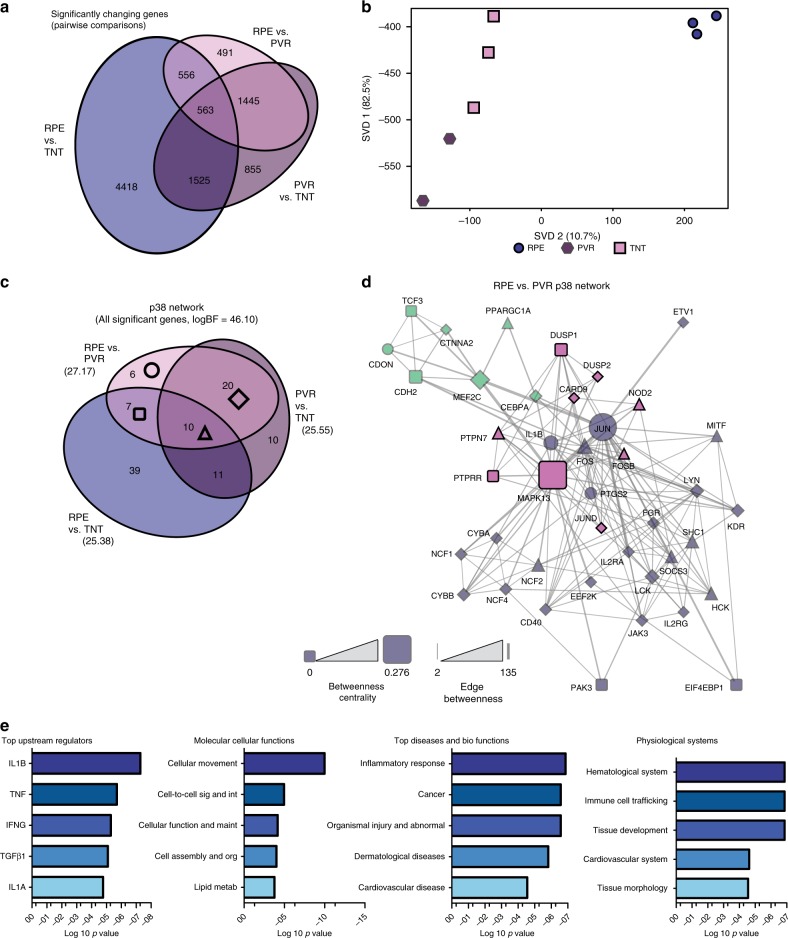
RNA expression analysis reveals a central role for a p38 network in PVR. **a** Gene expression analysis of patient-dissected PVR membranes (PVR), control ahRPE (RPE), and TNT-treated ahRPE (TNT) by RNA-sequencing. **a** Using edgeR and DEseq2 pairwise comparisons of each condition were done and overlaps between significantly changing genes were identified. **b** The data structure was examined by singular value decomposition. SVD1 and SVD2 explain ~93% of the variance in the data. **c** A p38 gene network was constructed using STRINGdb and each of the pairwise comparisons between samples was intersected with this network and an enrichment was calculated using the BayesFactor package in R (Higher BF means more evidence for enrichment). Overlaps between comparisons were identified. **d** Using the genes identified by the intersection of control ahRPE vs. patient-dissected PVR membranes comparison and the p38 network, a sub network was created. The betweenness centrality of each gene and the betweenness of each edge of this sub network was calculated and determines the size and thickness of the nodes and lines, respectively. Communities in the network were identified by the GLay algorithm (identified by color), and the shape of each node indicates the group from the Venn diagram displayed in (**c**). **e** The top categories shared between patient-dissected PVR membranes and TNT-treated ahRPE by Ingenuity pathway analysis. *Sig* signaling, *Int* interaction, *Maint* maintanence, *Org* organization, *Metab* metabolism

When looking for downstream signaling convergence between TGFβ1 and TNFα by evaluating the KEGG pathway database, we identified the p38-MAPK pathway as the predominant signaling node. We therefore examined whether this pathway is enriched in our significantly changing gene comparisons. We analyzed significantly enriched signaling pathways present in both patient-dissected PVR samples and TNT-treated ahRPE. Utilizing the same gene list from the dimensional reduction described above, significantly changing genes were identified. The Bayes factor of log 46.10 highlights the confidence in the probability of the alternative hypothesis that there is a role for p38-MAPK pathway being true. Similar to the significantly changing genes above, there are 67 significantly changing involved in the p38 pathway in RPE vs. TNT and 43 significantly changing p38 implicated genes in RPE vs. PVR. 

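MAP2K6, a kinase that phosphorylates and activates p38 (ENSG00000108984.9, chromosome 17 from 67410838 to 67550006), fell from 4.86 ± 1.48 CPM in control ahRPE (SD, n = 3) to 0.121 ± 0.0143 in TNT (SD, n = 3; log2 fold change -5.29, SE 0.68, adjusted p = 0.003 from edgeR) and was at 3.56 ± 2.89 in PVR (SD, n = 2). Of the other p38 kinases in the list below, MAP2K3 and MAP2K4 were not among the genes that changed on TNT. MKNK2, a kinase downstream of p38 and ERK, fell from 177 ± 9.31 to 80.7 ± 18 CPM on TNT (log2 fold change -1.13, SE 0.22, adjusted p = 0.0098). HSPB1, a small heat shock protein phosphorylated downstream of p38, rose from 207 ± 66.7 to 647 ± 213 CPM (log2 fold change 1.64, SE 0.37, adjusted p = 0.016), a rise that did not pass without RPE replicate 2. MEF2C, a transcription factor activated by p38 in muscle and myeloid cells, rose in PVR from 2.31 ± 1.45 to 43.7 ± 13.5 CPM (log2 fold change 4.24, SE 0.62, adjusted p = 0.0091). It was at 2.39 ± 0.425 CPM in TNT (log2 fold change 4.19, SE 0.62, adjusted p = 0.011 for PVR against TNT, not passing without TNT replicate 1). Markers of macrophages and microglia also rose in PVR against control ahRPE, 16 of 17 (16 when adjusted over these markers alone). Camera gave them adjusted p = 3.67e-22, and 0.307 with an estimated correlation. The p38-MAPK cascade was read from a list of 30 genes fixed before the data were examined. It is not the paper's network, the neighbours of p38 in STRING, so its counts are not comparable with the paper's. Nor do mRNA levels measure the phosphorylation of these kinases. Of the 30 genes, 7 rose on TNT (MAPK11, MAPK13, MAP3K4, MAP3K7, MAPKAPK2, HSPB1 and DUSP1), 4 fell (MAP2K6, TAB1, MKNK2 and DDIT3) and 19 did not pass the test (8 higher and 4 lower when adjusted over the list alone). In PVR, 3 rose (MAPK13, DUSP1 and MEF2C) and 27 did not pass (3 higher when adjusted over the list alone). At least 2-fold changes made up 26.7% of the list on TNT (8 genes) against 25.2% of the other genes (Fisher's exact test, two-sided, adjusted p = 0.954), and 10% in PVR (3 genes) against 12.9% (adjusted p = 0.918). By camera, the list did not move one way relative to other genes on TNT (adjusted p = 0.632, and adjusted p = 0.74 with an estimated correlation) or in PVR (adjusted p = 0.391, and adjusted p = 0.621 with an estimated correlation). Changes in either direction within the list passed fry's mixed test, which does not compare the list with other genes, on TNT (adjusted p = 2.99e-05) and in PVR (adjusted p = 3.13e-08). The number that rose on TNT was 1 without RPE replicate 1 or RPE replicate 2 and 4 with the replicate block, and the number that fell was 2 without RPE replicate 1 or TNT replicate 1. The count of 2-fold changes on TNT was 3 without RPE replicate 1 and 4 without RPE replicate 2, and in PVR 1 without RPE replicate 1, where 1 without RPE replicate 1 rose.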

Between those two comparisons, there is overlap of 7 significantly changing p38 genes (Fig. 4c). 

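MAPK13, which encodes p38δ (ENSG00000156711.12, chromosome 6 from 36095586 to 36112301), was at 0.405 ± 0.358 CPM in control ahRPE (SD, n = 3), 7.29 ± 2.67 in TNT (SD, n = 3; log2 fold change 4.16, SE 0.98, adjusted p = 0.019 from edgeR) and 15.2 ± 2.56 in PVR (SD, n = 2; log2 fold change 5.22, SE 1.05, adjusted p = 0.021). DUSP1, a phosphatase that inactivates p38 and JNK (ENSG00000120129.5, chromosome 5 from 172195099 to 172198198), was at 38.6 ± 14.8 CPM in control ahRPE, 195 ± 99.6 in TNT (log2 fold change 2.33, SE 0.75, adjusted p = 0.05) and 547 ± 601 in PVR (log2 fold change 3.82, SE 0.83, adjusted p = 0.026). These 2 genes of the 30 in the p38-MAPK cascade rose at least 2-fold in both TNT and PVR, a share of 6.67% against 4.68% of the other genes (Fisher's exact test, two-sided, adjusted p = 0.867). The 30 genes are a list other than the paper's network, so this overlap is not comparable with the paper's. MAPK13 did not pass without RPE replicate 1 (adjusted p = 0.06 in TNT and 0.072 in PVR) and in TNT with the replicate block (adjusted p = 0.05). DUSP1 did not pass in TNT without any single RPE or TNT replicate (adjusted p from 0.071 to 0.15), nor in PVR without RPE replicate 1 (adjusted p = 0.094), RPE replicate 2 (0.092) or PVR replicate 1 (0.11).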

Based on the significantly changing genes identified by the intersection of control ahRPE vs. patient-dissected PVR membranes comparison and the p38 network, a sub network was constructed (Fig. 4d). The sub network highlights how significantly changing genes involved in the p38 pathway are connected. Additionally, communities can be discerned, suggesting connectedness of related genes. For instance, genes in green tend to be muscle-specific, while genes in pink are directly implicated in p38-MAPK pathway. 

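CYBB, the membrane subunit of the phagocyte NADPH oxidase (ENSG00000165168.6, chromosome X from 37639271 to 37672714), stood at 338 ± 293 CPM in PVR (SD, n = 2) and 0.0969 ± 0.0943 in control ahRPE (SD, n = 3; log2 fold change 11.70, SE 0.89, adjusted p = 0.0022 from edgeR), with 0.0881 ± 0.0199 in TNT (SD, n = 3). Its partner NCF4 was at 14.6 ± 5.06 CPM in PVR and had no counts in control ahRPE, at least 348-fold higher (adjusted p = 0.013). FGR, a kinase of the myeloid cell lineage, was at 50.5 ± 33.1 CPM in PVR and had 1 count in control ahRPE (adjusted p = 0.0055). CDH2, the cadherin of mesenchymal and neural cells, rose from 24 ± 6.71 to 282 ± 47.6 CPM in PVR (log2 fold change 3.55, SE 0.40, adjusted p = 0.0051) and to 621 ± 227 in TNT (log2 fold change 4.69, SE 0.40, adjusted p = 0.0013). Of 6 genes of the phagocyte NADPH oxidase, 5 were higher in PVR than in control ahRPE and 1, CYBA, did not pass the test (6 higher when adjusted over the list alone). For the NADPH oxidase, camera gave adjusted p = 6.45e-07, and adjusted p = 0.307 with an estimated correlation. NCF1 may share reads with its pseudogenes. Markers of macrophages and microglia moved with these genes. Of 17, 16 were higher in PVR than in control ahRPE and CSF1R did not pass (16 when adjusted over the list alone). For macrophage markers, camera gave adjusted p = 3.67e-22, and adjusted p = 0.307 with an estimated correlation. One of them, the lipopolysaccharide receptor CD14, rose from 3.76 ± 1.96 to 433 ± 288 CPM (log2 fold change 6.85, SE 0.81, adjusted p = 0.0055). Fig. 4d names 40 genes, of which 38 had enough counts to be tested. In PVR, 26 of them were higher than in control ahRPE, 1 was lower (PPARGC1A) and 11 did not pass. In TNT, 12 were higher, PPARGC1A was lower and 25 did not pass. These genes were chosen by the study on these samples, so the counts are not independent evidence. The number higher in PVR was 12 without RPE replicate 1 or RPE replicate 2 and 17 without PVR replicate 1, and the number higher in TNT 5 without RPE replicate 1 and 7 without RPE replicate 2. PPARGC1A did not pass in PVR without RPE replicate 1 or RPE replicate 2.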

RNA-seq analysis suggests that the p38 pathway is driving the TNT-mediated transformation of ahRPE and was enriched in patient-dissected PVR membranes. Additionally, gene ontology analysis in which significantly changing genes were upregulated in both TNT-treated ahRPE and patient-dissected PVR samples compared to control ahRPE show that both TGFβ1 and TNFα are upstream regulators of p38 and that molecular functions include cell movement and cell-to-cell signaling coupled with an inflammatory immune response (Fig. 4e). 

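MAPK14, which encodes p38α (ENSG00000112062.6, chromosome 6 from 35995559 to 36079013), was at 49.3 ± 7.04 CPM in control ahRPE (SD, n = 3), 72.4 ± 6.37 in TNT (SD, n = 3; log2 fold change 0.56, SE 0.24, adjusted p = 0.12 from edgeR) and 65.6 ± 26 in PVR (SD, n = 2; log2 fold change 0.41, SE 0.27, adjusted p = 0.34), so neither comparison passed. EGR2, an immediate early transcription factor, went from 0.31 ± 0.215 to 26.5 ± 16.9 CPM in TNT (log2 fold change 6.40, SE 1.00, adjusted p = 0.0052) and 286 ± 266 in PVR (log2 fold change 9.83, SE 1.15, adjusted p = 0.0055). KLF6, a zinc finger factor induced by injury and TGFβ, went from 21.3 ± 3.15 to 126 ± 47.2 CPM in TNT (log2 fold change 2.57, SE 0.29, adjusted p = 0.0023) and 174 ± 7.09 in PVR (log2 fold change 3.03, SE 0.31, adjusted p = 0.0036). FOS, a subunit of AP-1, was at 7.52 ± 0.149 CPM in control ahRPE and 1.76 ± 0.96 in TNT, and at 1250 and 49.1 in PVR replicates 1 and 2 (log2 fold change 6.43, SE 1.19, adjusted p = 0.017). It did not pass in PVR without RPE replicate 1 (adjusted p = 0.07) or RPE replicate 2 (0.069), and in TNT (log2 fold change -2.09, SE 0.98, adjusted p = 0.14) it passed as lower with the replicate block (adjusted p = 0.033), with DESeq2 (0.047), with only the 2 groups compared (0.016) and without PVR replicate 1 (0.014) or PVR replicate 2 (0.013), and, a choice made after the values were seen, without RPE replicate 3 and PVR replicate 1 together (0.027). Over all alternatives its adjusted p in TNT ranged from 0.013 to 0.35. Of 22 AP-1 and immediate early genes, 10 rose in TNT and 12 did not pass the test (13 higher when adjusted over the list alone). For AP-1 genes, camera gave adjusted p = 0.00335, and adjusted p = 0.56 with an estimated correlation. None fell with all libraries, and 2 without PVR replicate 1 or PVR replicate 2 did. In PVR, 18 rose and 4 did not pass (21 higher when adjusted over the list alone). For AP-1 genes, camera gave adjusted p = 7.6e-09, and adjusted p = 0.337 with an estimated correlation. The count in TNT was 4 without RPE replicate 1 or RPE replicate 2 and 6 without TNT replicate 1 or TNT replicate 3, and the count in PVR was 5 without RPE replicate 2, 6 without RPE replicate 1 and 7 without PVR replicate 1. In PVR markers of other cell types rose alongside, 16 of 17 for macrophages and microglia, 5 of 7 for T and NK cells and 4 of 7 for glia (16, 7 and 5 when adjusted over each list alone). By camera these lists gave adjusted p = 3.67e-22, 3.31e-05 and 0.0616, and adjusted p from 0.307 to 0.543 with an estimated correlation. For T and NK cells the count was none without RPE replicate 1, RPE replicate 2 or PVR replicate 1, 2 without TNT replicate 1 and 3 without RPE replicate 3. For glia the count was none without RPE replicate 1 or RPE replicate 2 and 2 without RPE replicate 3 or PVR replicate 1. From the genes of its p38 network among those changed in TNT and in PVR, the paper proposes that the p38 pathway drives the change of ahRPE under TNT and is enriched in the membranes. The paper's case for p38 also rests on nuclear p38 under TNT, phosphorylation of p38 and HSP27, inhibitors of p38 and an siRNA. The mRNA levels given here do not measure these.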

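Fibronectin (FN1, ENSG00000115414.14, chromosome 2 from 216225163 to 216300796), a glycoprotein of the matrix, was at 99.2 ± 53.6, 45100 ± 21500 and 8570 ± 4050 CPM in control ahRPE (SD, n = 3), TNT (SD, n = 3) and PVR (SD, n = 2). By edgeR, its log2 fold change was 8.83, SE 0.91, adjusted p = 0.0019 in TNT and 6.43, SE 0.84, adjusted p = 0.0071 in PVR. ICAM1, an adhesion molecule for leukocytes that NF-κB induces, was at 9.12 ± 3.09, 912 ± 415 and 152 ± 11.9 CPM (log2 fold change 6.64, SE 0.52, adjusted p = 0.00099 in TNT; 4.06, SE 0.48, adjusted p = 0.0055 in PVR). The cytokine IL6 was at 0.506 ± 0.241, 50.4 ± 37 and 21.1 ± 13.1 CPM (log2 fold change 6.63, SE 0.78, adjusted p = 0.0024 in TNT; 5.37, SE 0.76, adjusted p = 0.0084 in PVR). LTBP2, a latent TGFβ binding protein, was at 25.3 ± 14.7, 1380 ± 424 and 955 ± 486 CPM (log2 fold change 5.77, SE 0.62, adjusted p = 0.002 in TNT; 5.24, SE 0.62, adjusted p = 0.0055 in PVR). MX1, a GTPase induced by interferon, was at 4.63 ± 1.24, 27.2 ± 9.95 and 133 ± 99.7 CPM (log2 fold change 2.55, SE 0.49, adjusted p = 0.01 in TNT; 4.85, SE 0.56, adjusted p = 0.0055 in PVR). TGFB1, the gene of TGFβ1 itself, was at 9.91 ± 0.99, 240 ± 284 and 225 ± 18 CPM (log2 fold change 4.60, SE 0.88, adjusted p = 0.0096 in TNT; 4.51, SE 0.90, adjusted p = 0.021 in PVR) and did not pass in PVR without any single RPE replicate. Every TNT and every PVR library was above every control library for each of these genes. Libraries did not overlap with control ahRPE, in either direction, for 50.7% of all tested genes in TNT and 48.9% in PVR (chance 10% and 20%). At least 2-fold higher in both TNT and PVR were 19 of 35 genes of the extracellular matrix, 15 of 24 TNF and NF-κB target genes, 11 of 16 TGFβ target genes, 13 of 24 interferon response genes, 7 of 14 genes of the mesenchymal transition and 7 of 17 matrix proteases and inhibitors. Among the genes outside each list, 4.6% to 4.65% were higher in both (Fisher's exact test, two-sided, adjusted p = 2.22e-15, 1.09e-13, 4.76e-11, 4.76e-11, 4.98e-06 and 2.14e-05 in the order given). Fisher's exact test takes genes as independent, and with an estimated correlation camera passed none of these lists in TNT or PVR (lowest adjusted p = 0.314; interferon response genes 0.366 in TNT and 0.314 in PVR). That camera test passed none of the 72 tests of any list (lowest adjusted p = 0.307), so it does not decide which lists moved. By fry, which does not compare a list with other genes, each of these lists passed (highest adjusted p = 0.00801 in TNT and 0.0187 in PVR). Without RPE replicate 1 these counts were 7, 7, 2, 5, 5 and 4, without RPE replicate 2 7, 6, 2, 7, 4 and 4, and without PVR replicate 2 11, 13, 4, 13, 4 and 7. In PVR against control ahRPE, among matrix genes 20 of 35 rose and 15 did not pass the test (28 when adjusted over the list alone). For matrix genes, camera gave adjusted p = 7.6e-09, and adjusted p = 0.366 with an estimated correlation. Among TNF and NF-κB target genes 15 of 24 rose and 9 did not pass the test (21 when adjusted over the list alone). For TNF and NF-κB targets, camera gave adjusted p = 7.6e-09, and adjusted p = 0.317 with an estimated correlation. Among TGFβ target genes 11 of 16 rose and 5 did not pass the test (13 when adjusted over the list alone). For TGFβ targets, camera gave adjusted p = 8.03e-06, and adjusted p = 0.314 with an estimated correlation. For the mesenchymal transition 8 of 14 rose and 6 did not pass the test (11 when adjusted over the list alone). For the mesenchymal transition, camera gave adjusted p = 4e-06, and adjusted p = 0.314 with an estimated correlation. Of the proteases and inhibitors, 7 of 17 rose and 10 did not pass the test (10 when adjusted over the list alone). For proteases and inhibitors, camera gave adjusted p = 0.000593, and adjusted p = 0.407 with an estimated correlation. These counts in PVR for matrix genes were 7 without RPE replicate 1 or RPE replicate 2 and 11 without PVR replicate 2, for TNF and NF-κB target genes 7 without RPE replicate 1 or RPE replicate 2, for TGFβ target genes 2 without RPE replicate 1 or RPE replicate 2 and 4 without PVR replicate 2, for the mesenchymal transition 5 without RPE replicate 2 or PVR replicate 2, and for proteases 4 without RPE replicate 1 or RPE replicate 2. Markers of other cell types moved in the same comparison, 16 of 17 for macrophages and microglia (16 when adjusted over the list alone) and 3 of 8 for fibroblasts and pericytes (NOTCH3, LUM and THY1; 6 when adjusted over the list alone), of which LUM is also counted among the matrix genes. For macrophage markers, camera gave adjusted p = 3.67e-22, and adjusted p = 0.307 with an estimated correlation. For fibroblast and pericyte markers it gave adjusted p = 0.0208, and adjusted p = 0.498 with an estimated correlation. The count of fibroblast markers was 1 without RPE replicate 1, RPE replicate 2, RPE replicate 3, TNT replicate 1 or PVR replicate 1 and 5 without TNT replicate 2 or TNT replicate 3. Over all genes, 909 were higher in both, where independent lists would share 243.6. Part of the excess may come from the shared controls. Opposite changes were found for 3 genes higher in TNT and lower in PVR and for 36 lower in TNT and higher in PVR. The count of 36 was 12 without RPE replicate 2, 16 without RPE replicate 1, 21 without TNT replicate 1 and 75 without PVR replicate 2, and the count of 3 was none without RPE replicate 1, RPE replicate 2 or PVR replicate 1 and 1 without TNT replicate 1. The count higher in both was 241 without RPE replicate 1, 247 without RPE replicate 2, 505 without TNT replicate 1 and 555 without PVR replicate 2. The fold changes of both comparisons had a Pearson correlation of 0.534 across genes, which are not independent replicates. It was 0.446 ± 0.013 in simulated data without any change (SD, 30 simulations), and the covariance was 3.06 against 0.287 ± 0.01. With simulations that leave out the same library, the correlation was 0.401 against 0.336 ± 0.011 without PVR replicate 2, 0.53 against 0.573 ± 0.011 without RPE replicate 1 and 0.557 against 0.573 ± 0.01 without RPE replicate 2. It was thus not above that of unchanged data without RPE replicate 1 or 2. The covariance was above its simulated values without any single library (lowest 2.5 against 0.257 ± 0.01, without TNT replicate 3).

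**Figure D4:**
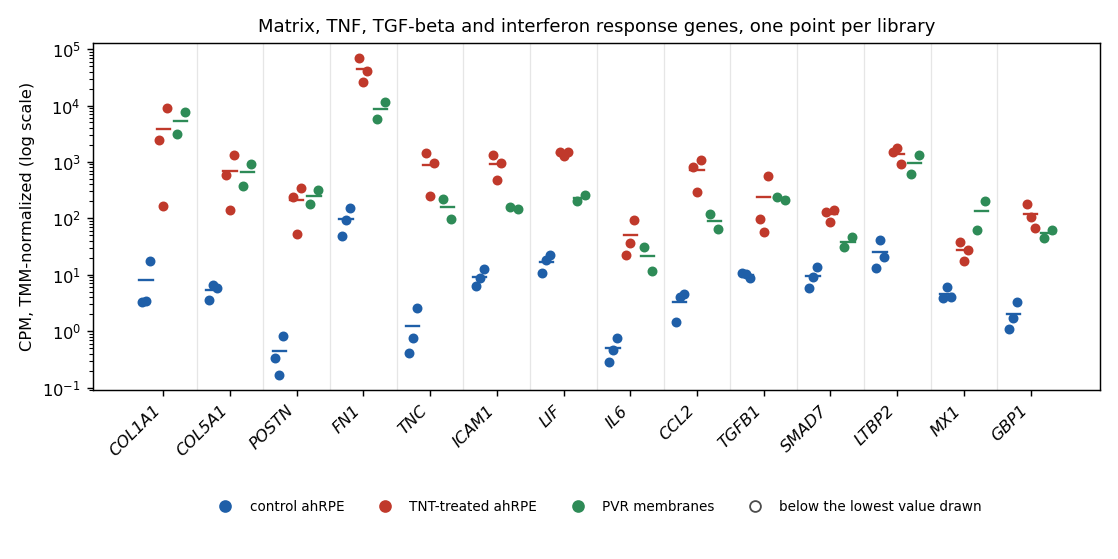
Log CPM of 14 genes in each library of control ahRPE (blue), TNT (red) and PVR (green), with bars at the group means. Each TNT and PVR library lies above each control library, as for FN1 at 99.2 ± 53.6, 45100 ± 21500 and 8570 ± 4050 CPM in control ahRPE, TNT and PVR.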

We also identified additional genes involved in muscle contraction by having at least a 2-fold increase in expression in PVR and TNT samples compared to control ahRPE by KEGG pathway analysis using the online DAVID software (Supplementary Fig. 3).

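ACTG2, the smooth muscle γ-actin (ENSG00000163017.9, chromosome 2 from 74119441 to 74146992), had no counts in control ahRPE (n = 3) and was at 4.37 ± 2.94 CPM in TNT (SD, n = 3), at least 104-fold higher (adjusted p = 0.0072 from edgeR). In PVR it was at 0.627 ± 0.395 CPM (SD, n = 2), at least 14.9-fold higher (adjusted p = 0.033), which did not pass without RPE replicate 1, RPE replicate 2, RPE replicate 3, TNT replicate 1, TNT replicate 3 or PVR replicate 1 (adjusted p from 0.053 to 0.089). As an actin it may share reads with its paralogs. Tenascin C (TNC, ENSG00000041982.10, chromosome 9 from 117781854 to 117880486), a matrix protein of wounds and muscle attachment, was at 1.24 ± 1.15, 871 ± 589 and 159 ± 86.8 CPM in control ahRPE, TNT and PVR (log2 fold change 9.45, SE 1.12, adjusted p = 0.0025 in TNT; 7.00, SE 1.03, adjusted p = 0.0092 in PVR). Smoothelin (SMTN), a protein of contractile smooth muscle, rose in TNT from 17.1 ± 8.61 to 202 ± 27.5 CPM (log2 fold change 3.56, SE 0.40, adjusted p = 0.0022) and was at 27.3 ± 8.14 in PVR (log2 fold change 0.67, SE 0.40, adjusted p = 0.29). Transgelin (TAGLN), an actin cross-linking protein, rose in TNT from 22.5 ± 24.2 to 1170 ± 635 CPM (log2 fold change 5.69, SE 1.19, adjusted p = 0.013), with 394 ± 432 in PVR (log2 fold change 4.13, SE 1.14, adjusted p = 0.052; passing with DESeq2, no filter on low counts, the likelihood ratio test and without PVR replicate 1, with adjusted p from 0.00065 to 0.27 over all alternatives). Of 14 genes of smooth muscle and myofibroblast contraction, 6 rose in TNT and 8 did not pass the test (8 higher when adjusted over the list alone). For smooth muscle contraction, camera gave adjusted p = 0.00157, and adjusted p = 0.366 with an estimated correlation. In PVR, 4 rose and 10 did not pass (6 higher when adjusted over the list alone). For smooth muscle contraction, camera gave adjusted p = 0.0396, and adjusted p = 0.56 with an estimated correlation. Markers of other mesenchymal cells were higher in PVR as well (NOTCH3, LUM and THY1), 3 of 8 for fibroblasts and pericytes (6 when adjusted over the list alone). By camera this list gave adjusted p = 0.0208, and adjusted p = 0.498 with an estimated correlation. For fibroblasts and pericytes the count was 1 without RPE replicate 1, RPE replicate 2, RPE replicate 3, TNT replicate 1 or PVR replicate 1 and 5 without TNT replicate 2 or TNT replicate 3. ACTG2 and CNN1 rose at least 2-fold in both, 14.3% of the list against 4.68% of the other genes (Fisher's exact test, two-sided, adjusted p = 0.33). The count in TNT was 3 without RPE replicate 1 or TNT replicate 1, and the count in PVR none without RPE replicate 1, 1 without RPE replicate 2 or TNT replicate 1 and 2 without RPE replicate 3, TNT replicate 2 or PVR replicate 2. The count in both was none without RPE replicate 1, RPE replicate 2 or TNT replicate 1, 1 without RPE replicate 3, TNT replicate 2, TNT replicate 3 or PVR replicate 2 and 4 without PVR replicate 1.

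**Figure D5:**
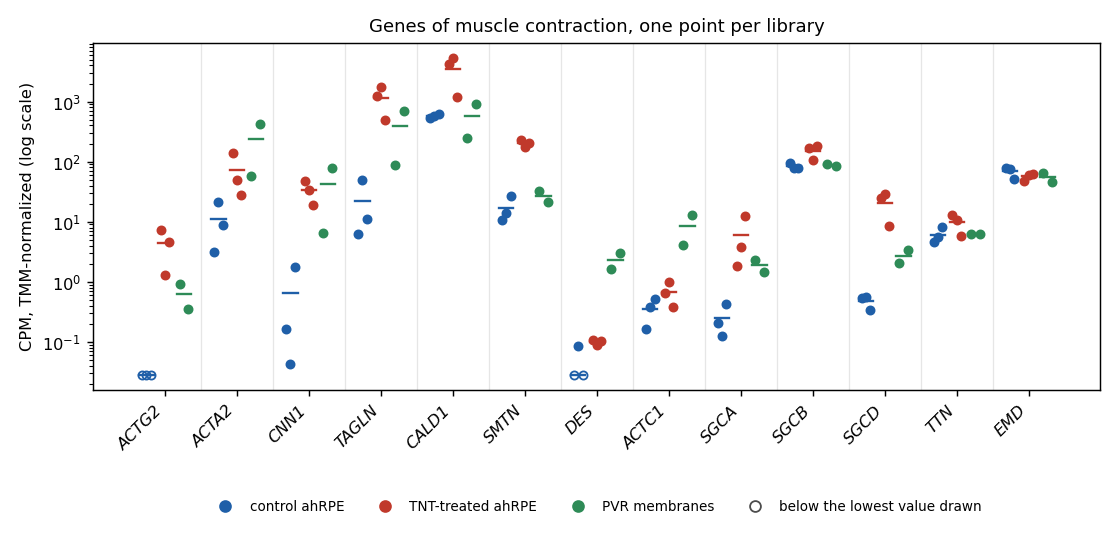
Log CPM of 13 genes of muscle contraction in each library of control ahRPE (blue), TNT (red) and PVR (green), with bars at the group means and hollow points for libraries below the lowest value drawn. SMTN lies at 17.1 ± 8.61 CPM in control ahRPE, 202 ± 27.5 in TNT and 27.3 ± 8.14 in PVR.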

To confirm the role of p38, we evaluated candidate pathways downstream of TGFβ1 and/or TNFα by determining which signals upon TGFβ1 or TNFα alone or TNT treatment translocate to the nucleus, as they will more likely play a role in gene expression changes. p38 was the only pathway in which we observed a significant increase in nuclear localization preferentially upon TNT treatment (Supplementary Fig. 4 and Supplementary Table 2).

### Inhibition of p38 prevents TNT- induced contractile mass formation

Considering that TNT induced nuclear localization of p38-MAPK in ahRPE and that this pathway was also upregulated in patient-dissected PVR samples, we hypothesized that p38 inhibition would prevent membrane contraction. Upon TNT treatment in the presence of SB 202190, an inhibitor of the p38-MAPK pathway, ahRPE were unable to generate contractile membranes (Fig. 5a). Additionally, cells treated with TNT and SB 202190 showed decreased expression of PVR markers and EMT-associated proteins including αSMA, SNAIL, COL1A1, COL1A2, and LAMININ (Fig. 5b). Next, we hypothesized that p38 is phosphorylated and activates the p38-MAPK signaling pathway upon TNT treatment, so we evaluated p38 phosphorylation over time. Upon TNT treatment for .5, 1, 1.5, 2, 48, 72, 96, and 120 h, total protein was extracted for Western blot analysis. After 30 min, we observed a rapid and transient increase in p38 phosphorylation, which decreased by 60 min and maintained a steady state level of phosphorylation above control for up to five days (Fig. 5c). To determine whether p38 phosphorylation is essential for TNT-induced changes in ahRPE, we tested the efficacy of SB 202190, since it does not interfere with p38 phosphorylation, but instead prevents transfer of the phosphate group to downstream targets^37,38^. Heat shock protein 27 (HSP27) is a known downstream effector of p38 and has been shown to play a role in contractility^39,40^. Therefore, we tested whether inhibition of p38 by SB 202190 prevents the phosphorylation and activation of HSP27. We confirmed that upon treatment with TNT and SB 202190, HSP27 fails to be phosphorylated by p38, while p38 maintains its own phosphorylation (Fig. 5d). We evaluated mRNA expression of PVR associated genes and found treatment with TNT and SB 202190 resulted in decreased gene expression of *COL1A1* 0.034 ± 0.013, *P* ≤ 0.001, (*n* = 3), *COL1A2* 0.039 ± 0.002, *P* ≤ 0.001, (*n* = 3), *LAMB2* 0.190 ± 0.035, *P* ≤ 0.001, (*n* = 3), and *SNAI1* 0.016 ± 0.006, *P* ≤ 0.001, (mean ± S.E.M; *n* = 3) compared to TNT alone (Fig. 5e). Furthermore, BIRB 796, a p38α/β inhibitor that is structurally unrelated to SB compounds, similarly prevents TNT-induced gene expression changes. AhRPE treated with TNT and BIRB 796 showed decreased gene expression of *COL1A1* 60.7 ± 30.2, *P* ≤ 0.01, (*n* = 8), *COL1A2* 9.3 ± 4.9, *P* ≤ 0.01, (*n* = 8), *LAMB2* 1.4 ± 0.4, *P* ≤ 0.01, (*n* = 3), and *SNAI1* 1.5 ± 0.2, *P* ≤ 0.01, (mean ± S.E.M; *n* = 8) compared to TNT-treated ahRPE (Fig. 5f).

**Fig. 5:**
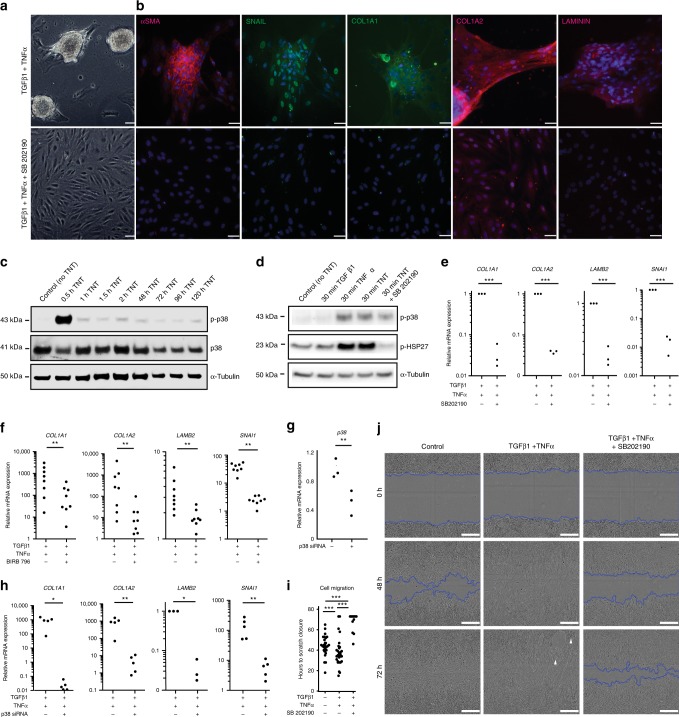
p38 inhibition in TNT-treated ahRPE. AhRPE were treated with TNT and TNT + SB 202190. **a** Phase images. Scale bar = 75 μm. **b** Anti-αSMA, SNAIL, COL1A1, COL1A2, and LAMININ immunostaining. Scale bar = 50 μm. **c** Western blot comparing phospho-p38 expression in TNT-treated ahRPE for 0 (control), 30, 60 and 120 min. **d** Western blot comparing phospho-p38 and phospho-HSP27 expression in ahRPE treated with TNT or TNT + SB 202190 for 30 min. **e** RT-qPCR of extracellular matrix and EMT genes in ahRPE treated with TNT and TNT + SB 202190. **f** RT-qPCR of extracellular matrix and EMT genes in ahRPE treated with TNT and TNT + BIRB 796. **g** RT-qPCR of p38 in cells transfected with or without p38 siRNA. **h** RT-qPCR of extracellular matrix and EMT genes in cells treated in the presence of TGFβ1 and TNFα co-supplemented basal media after transfection without p38 siRNA, and TGFβ1, TNFα co-supplemented basal media after ahRPE were transfected with p38 siRNA. Statistical significance was calculated using Wilcxon signed-rank test, *P < 0.05; **P < 0.01. **i** Quantification of wound healing scratch assay. **j** Phase images of wound healing scratch assay on ahRPE treated with basal media alone, TGFβ1 and TNFα supplemented media or TGFβ1 and TNFα and SB 202190 supplemented media for 72 h. Scale bar = 300 μm. White arrowheads indicate areas of preliminary mass formation. Statistical significance was calculated using Student’s *t*-test, *P < 0.05; **P < 0.01; and ***P < 0.001

To further verify that TNT-induced mass formation is working specifically via p38 and there are no additional off-target pathways affected by p38 inhibitors^41,42^, p38 was knocked down in ahRPE using a p38 small interfering (si) RNA. p38 was knocked down approximately in half after p38 siRNA transfection for 48 h *P38* 0.59 ± 0.1, *P* = 0.0038, (mean ± S.E.M; *n* = 3) (Fig. 5g). Upon treatment with TNT and transfection with a p38 siRNA, ahRPE were unable to generate contractile membranes and showed decreased expression of *COL1A1* 10.4 ± 3.0, *P* = 0.0325, (*n* = 3), *COL1A2* 4.9 ± 1.9, *P* = 0.0062, (*n* = 5), *LAMB2* 1.7 ± 0.3, *P* = 0.0226, (*n* = 3), and *SNAI1* 6.1 ± 1.6, *P* = 0.0141, (mean ± S.E.M; *n* = 4) compared to cells treated with TNT and vehicle siRNA, further demonstrating that membrane formation and contractility are acting through a p38-MAPK signaling cascade (Fig. 5h).

In addition to contractility, another behavior hypothesized to be important in the contribution of TNT-mediated ahRPE transformation in PVR-like masses is their ability to migrate. Therefore, we tested whether p38 also plays a role in TNT-induced migration of ahRPE using a scratch-wound healing assay. TNT-treated ahRPE showed an increased rate of scratch closure 38.6 h ± 2.1, *P* ≤ 0.0001, (*n* = 43, *n* = 3 biological replicates) compared to control ahRPE 50.7 ± 2.2, *P* ≤ 0.0002, (*n* = 49, *n* = 3 biological replicates) and SB 202190 and TNT-treated ahRPE 73.1 ± 2.0, *P* ≤ 0.0001, (mean ± S.E.M; *n* = 41, *n* = 3 biological replicates) determined by the amount of time it took for cells to close the scratch wound (Figs. 5i, j).

### Inhibition of p38 reverses TNT-induced contractile mass formation

While being able to prevent PVR is advantageous and p38 inhibitors may be an effective preventative adjuvant for intravitreal surgery, patients affected by PVR often present with already formed membranes. Therefore, a principal clinical objective is to reverse already contracted membranes. We hypothesized that inhibition of p38 may relax already contracted TNT-induced ahRPE membranes. To test, we monitored contraction in TNT-treated ahRPE by time-lapse imaging in presence or not of p38 inhibitors. Following 3 days of TNT treatment, which induced mass formation, ahRPE were either treated with TNT media, TNT media supplemented with SB 202190, or basal media with SB 202190 alone. Mass contractility was then followed for an additional 24 h (Fig. 6a and Supplementary Movie 6). We found that p38 inhibition reversed contraction within 9 h (Fig. 6b). Quantification of contractile membranes showed a significant decrease in cells treated with TNT and SB 202190 81.6 ± 11.5, *P* = 0.0013, (*n* = 8) compared to TNT and a significant decrease in cells treated with SB 202190 alone 100.4 ± 9.8, *P* = 0.0034, (mean ± S.E.M; *n* = 8) compared to TNT (Fig. 6c). Additionally, Western blot analysis revealed that after robust mass formation, decreased expression of both ACTG2 and COL1A2 were found in ahRPE treated with TNT and SB 202190, or SB 202190 in basal media alone compared to cells treated with TNT, suggesting that alongside contraction reversal, there is a decrease in collagen and reversal in extracellular matrix production (Fig. 6d). This observation was validated by qPCR, which confirmed that treatment with TNT and SB 202190 resulted in decreased mRNA expression of *COL1A1* 0.008 ± .008, *P* < 0.001, (*n* = 4), *COL1A2* 0.023 ± 0.024, *P* < 0.001, (*n* = 4), *LAMB2* 0.388 ± 0.110, *P* < 0.001, (*n* = 3), *SNAI1* 0.419 ± 0.750, *P* ≤ 0.05, (*n* = 4), and *FN1* 0.039 ± 0.031, *P* < 0.001, (mean ± S.E.M; *n* = 3). Remarkably, there was increased expression of *MITF* 4.010 ± 3.107, *P* ≤ 0.01, (mean ± S.E.M; *n* = 4), a RPE specific marker, upon reversal, suggesting that the masses were returning to a RPE identity (Fig. 6e). Similarly, in membranes reversed with basal media and SB 202190 alone, there was a decrease in mRNA expression of *COL1A1* 0.020 ± .016, *P* < 0.001, (*n* = 4), *COL1A2* 0.034 ± 0.028, *P* < 0.001, (*n* = 4), *SNAI1* 0.070 ± 0.073, *P* < 0.001, (*n* = 4), and *FN1* 0.039 ± 0.010, *P* < 0.001, (mean ± S.E.M; *n* = 4). Again, there was increased expression of the RPE marker *MITF* 5.458 ± 3.923, *P* ≤ 0.01, (mean ± S.E.M; *n* = 4) (Fig. 6e). Lastly, we observed a decrease in the expression of SNAIL, αSMA, COL1A2, and P38 by immunofluorescence in cells treated with SB 202190 (Fig. 6f). In conclusion, inhibition of p38-MAPK not only prevents TNT-induced mass formation, but also reverses membranes back to a more epithelial-like, non-contractile phenotype.

**Fig. 6:**
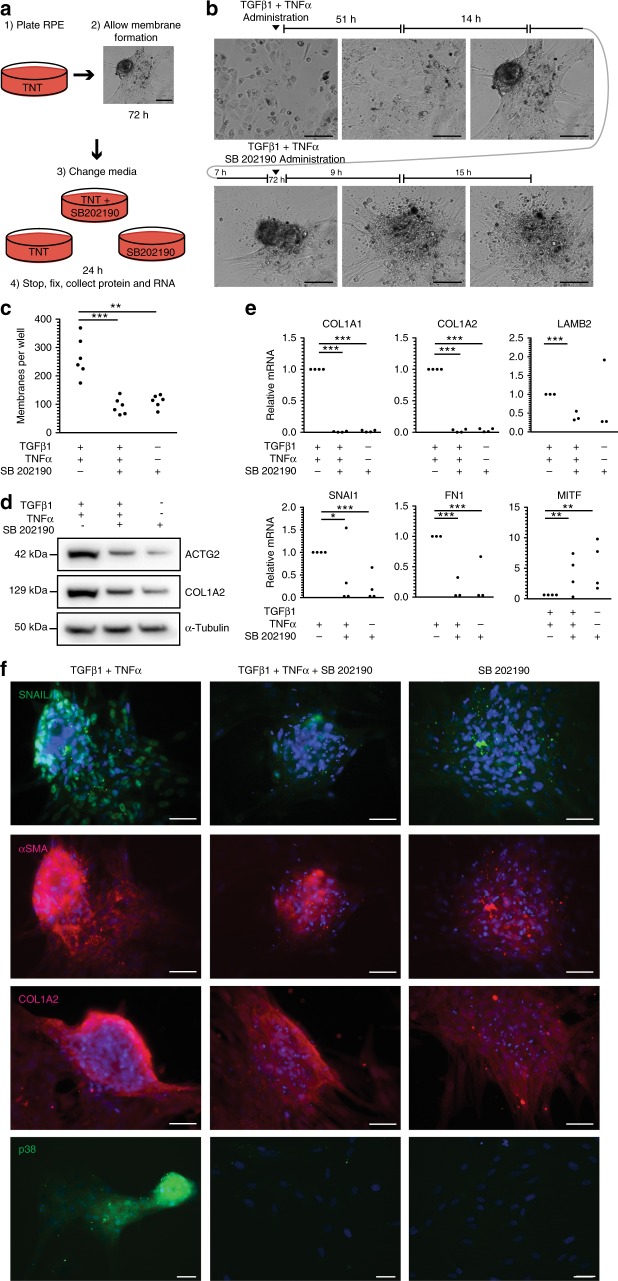
Inhibition of p38 reverses TNT-induced contractile mass formation. **a** Schematic of the experimental design to test contraction reversal. Scale bar = 100 μm. **b** Representative phase images of ahRPE treated with TNT for 72 h then media changed to TNT + SB 202190 for another 24 h. Scale bar = 100 μm. **c** Quantification of membrane formations between cultures of ahRPE in contraction reversal conditions described in 6a. **d** Western blot comparison of ACTG2 and COL1A2 between cultures of ahRPE in contraction reversal conditions. **e** RT-qPCR of extracellular matrix and EMT genes from ahRPE in contraction reversal conditions. (**f**) Anti-SNAIL, αSMA, COL1A2, and P38 immunostaining after ahRPE were placed in contraction reversal conditions. Scale bar = 75 μm. Student’s *t*-test, *P < 0.05; **P < 0.01; and ***P < 0.001

### Modeling the role of RPE in PVR

Based on the collection of results gathered, we propose a model of the initiation of ahRPE transformation by the synergistic action of TGFβ1 and TNFα (Fig. 7). TGFβ1 and TNFα bind to their respective receptors stimulating the phosphorylation of p38, which then indirectly phosphorylates HSP27. These responses lead to the translocation of phosphorylated p38 into the nucleus and transcriptional inhibition of RPE genes MITF, OTX2, and RPE65, and activation of an EMT program, production of membrane associated proteins and activation of contraction machinery.

**Fig. 7:**
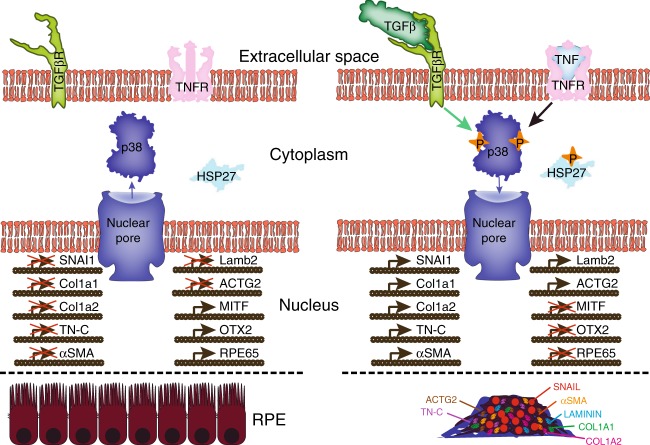
Modeling the role of RPE in PVR. When TGFβ and TNFα are not present, p38 expression is low, RPE are a polarized epithelium expressing typical RPE identity markers. Upon binding of TGFβ and TNFα by their respective receptors, p38 is phosphorylated, which leads to HSP27 phosphorylation and p38 nuclear localization. Genes associated with EMT and contractility become up-regulated and RPE identity genes are down-regulated, which leads to expression of proteins associated with PVR and RPE contraction

## Discussion

Contractility has long been thought of as the mechanical force generator that brings PVR membranes to cause retinal detachment^43^. Identification of αSMA^44^ and Tenascin C^45^ in ERMs supported this hypothesis. We provided here additional evidence to suggest a potential contribution from RPE is in fact their ability to transdifferentiate into myocontractile-like cells. We previously discovered a putative multipotent stem cell population in RPE, which may contribute to this RPE observed cellular plasticity (Salero et al., 2012). Here we show the synergistic effect of TGFβ1 and TNFα through p38 is sufficient to stimulate RPE transformation into contractile membranes. Either TGFβ1 or TNFα alone can induce RPE to lose epithelial characteristics including the loss of E-Cadherin and the increased expression of N-Cadherin, yet only when combined do the downstream signaling of these two factors synergize to foster additional changes in ahRPE, including the expression of the mesenchymal gene SNAI1 and of muscle-associated genes, including ACTG2 and Tenascin C, as well as CDON and MEF2C, transcription factors known for muscle differentiation. Moreover, we have conducted the first whole transcriptome analysis, to our knowledge, of patient-dissected PVR samples and identified p38 MAPK central to the PVR signature network.

EMT is a multifaceted process that has been implicated in a variety of biological transformations including embryogenesis^46^, organ development^8^, fibrosis^47,48^, regeneration^49^, and cancer metastasis^50^. In this study, we find that in ahRPE, TGFβ1 and TNFα interact synergistically to drive an EMT program that mimics a step in the pathology of the blinding disease PVR. While RPE EMT is only one step in the process, the participation of RPE in ERM growth is one of the more damaging contributors, indicated by the fact that when RPE are not found in ERMs, PVR is easier to treat^3,4,51^.

Synergism between TGFβ1 and TNFα to initiate EMT has been shown in both the lung^52,53^ and intestine^54^ epithelia, but this is the first demonstration in primary ahRPE isolated from donor eyes, to our knowledge. Similarly, it has been reported that TGFβ1 and TNFα leads to the phosphorylation of p38 in colon organoids^55^ suggesting a similar signaling cascade. We demonstrate that co-stimulation by TGFβ1 and TNFα not only leads to an EMT, but also induces ahRPE cells to contract.

The role of p38 and the fibrotic response of RPE have been studied in a mouse model, in which RPE multilayering was observed in response to the removal of the /lens, vitreous, and retina^56^. Upon injection of a dominant negative form of p38, a reduction in RPE layers was observed, yet the transformation from a monolayer to multiple layers did still occur. While this model may not faithfully recapitulate PVR, the fact that DN p38 could reduce RPE response suggests p38 inhibitors may be effective in vivo at minimizing the activation of RPE observed in PVR.

In response to stress p38 translocates to the nucleus^57^. We observed nuclear localization of p38 upon TNT stimulation and during contraction. The phosphorylation of p38 occurs within 30 min of TNT stimulation, then phospho-p38 levels decline within 30 min, but stay elevated compared to control, establishing a new steady-state level. Only upon treatment with the p38 inhibitor SB 202190 p38 nuclear localization decrease, and that is concomitant with contraction reversal. Therefore, phosphorylation may transmit the switch and the nuclear localization, but maintenance of the signal may be continued by the maintenance of p38 in the nucleus, which may require TGFβ1. Based on nuclear localization experiments, the candidate pathways transmitting this additional signal may be AKT and SMAD signaling. We find both AKT and SMAD3 nuclear localization increases when both TGFβ1 and TNFα are provided compared to when either cytokine is administered alone.

Inhibiting p38 as a therapy for PVR is a promising avenue to explore. A lot of effort was placed in p38 inhibitors as treatment for many inflammatory associated diseases, including COPD^58^, rheumatoid arthritis^59^, and cancer^60^. However, many clinical trials have not progressed past Phase II due to unacceptable safety profiles. Multiple side effects have been reported, including elevated liver enzymes, skin rash, cardiotoxicity, infections, and CNS and GI toxicity^61^. However, in these cases the p38 inhibitors were provided orally and therefore the systemic, repeat exposure of p38 inhibitors likely contributed to the observed side effects. If, on the other hand, a p38 inhibitor is administered locally instead of systemically, then perhaps the severity of the side effects will be sufficiently mitigated. Although current PVR treatment does not involve the use of systemic p38 inhibition, PVR is a disease whose treatment provides the opportunity for a local, acute administration during surgery. Severe PVR is a common problem following complex retinal detachments and trauma and the only treatment is ERM removal during vitrectomy^62^. Unfortunately, PVR often returns, sometimes more aggressively. If during the initial PVR membrane removal a p38 inhibitor was administered locally, perhaps the incidence of recurrence will be reduced. Future work will explore the potential clinical approaches in utilizing local p38 inhibitors for treatment of PVR to prevent vision loss.

Clinical trials using cell replacement therapies to treat blinding diseases such as Age-Related Macular Degeneration are already underway in the United States^63^, Israel^64^, and China^65^. However, it is important to note that upon transplantation, a small incision in the retina is made to deliver the cell replacement therapy. As a result, RPE may be exposed to external cytokines, which may trigger abnormal proliferation and metaplasia as seen in ERM formation and PVR. Recently, a phase I clinical trial using hESC-derived RPE on a synthetic basement membrane resulted in one of two patients developing retinal detachment and PVR membrane formation^66^. Another clinical trial using patient specific hiPSC-derived RPE also reported pre-retinal membrane formation^67^. In each case, ERMs have never been determined to derive from the transplanted RPE. Regardless of whether ERMs are produced from the host or donor, managing p38 signaling during RPE replacement therapies may aid in improved outcomes.

To conclude, we examined the synergistic effect of TGFβ1 and TNFα on adult human RPE cultures which exhibit native physiology and compared these effects to PVR membranes dissected from patients by whole transcriptome RNA-seq. We have found RPE treated with the combination of TGFβ1 and TNFα share a gene signature with PVR membranes and central to this signature is the p38 network. Moreover, through time-lapse imaging we have identified RPE contraction upon TNT treatment. By using small molecule inhibitors and siRNA technology we were able to not only inhibit, but also reverse membrane formation and contraction. Future steps will be to test whether p38 inhibitors can prevent retinal detachment in an animal model of PVR.

## Methods

### Human adult RPE culture

Human globes from donors aged between 36 and 90 yrs were obtained from the National Disease Research Interchange, Philadelphia, PA., the Eye-Bank for Sight Restoration, Inc., New York, NY, the Lions Eye Bank, Albany, NY and Miracle in Sights, Winston-Salem, NC. Informed consent was obtained from all subjects: IRB New York Eye and Ear Infirmary of Mount Sinai Study ID#15.18. Detailed eye dissection protocols were previously published^68,69^. Globes were obtained within 40 h of death, RPE cells were isolated and plated on tissue culture plates coated with 10 μg/ml Synthemax II (Corning) in RPE medium^68^ containing Dulbecco’s Modified Eagle Medium: Nutrient Mix F-12 (DMEM/F12, Gibco), supplemented with 10% Heat Inactivated Fetal Bovine Serum (FBS, Sigma), 1X GlutaMAX (Gibco), 1X MEM Non-Essential Amino Acids Solution (Gibco), 1X Penicillin-Streptomycin (10,000 U/mL, Gibco), 1X Sodium Pyruvate (100 mM, Gibco) and 10 mM Nicotinamide (Sigma-Aldrich), which was changed 3 times a week. After the first week, FBS was reduced to 2%.

### Collection and fixation of PVR membranes

Samples included in this study derived from patients with ERMs, which were divided into a minimum of two pieces, one sent to the New York Eye and Ear Infirmary of Mount Sinai Department of Pathology and Laboratory Medicine to be PAS stained to delineate membranous components, histiocytic cytoplasmic granules, and to mask erythrocyte staining to enhance diagnostic evaluation. The other piece was sent to the Blenkinsop lab for either fixation or RNA isolation or sequencing. Samples included in this study must have, at a minimum, the presence of fibrocellular membranes of RPE origin. PVR membranes were fixed with 4% paraformaldehyde (Fisher) for 10 min, rinsed 3 times with 1X phosphate buffered saline (PBS), and placed in 30% sucrose (Sigma) for 24 h. Following fixation, membranes were embedded in Tissue-Tek® O.C.T. Compound (Sakura) and sectioned.

### Treatment of ahRPE with TNT and inhibitors

AhRPE cultures were trypsinized using 0.25% Trypsin (Gibco) for 5 min, washed and replated at 1.0 × 10^5^ cells per 200 mm^2^ per well of a 24-well plate in DMEM/F12 with 3% FBS (unless otherwise stated), 1X L-Glutamine, 1X Na-Pyruvate, 1X NEAA, 1X Pen/Strep. After 24 h, 10 ng/ml Recombinant Human Transforming Growth Factor-β1 (TGFβ1, PeproTech, Cat #:100–21) or 10 ng/ml Recombinant Human Tumor Necrosis Factor alpha (TNFα, R&D Systems, Cat #:210-TA-020) or both TGFβ1 and TNFα (TNT) were added to induce EMT and the cultures were maintained in this medium (with feeding every other day) for 5 days. SB 202190 was used at 10 ng/ml (Tocris Bioscience, Cat #:1264). BIRB 796 was used at 5.4 ng/ul (Axon Medchem, Cat #:1358). (S)-nitro-Blebbistatin was used at 100 mM (Tocris, Cat #:1852). W-7 hydrochloride was used at 50 mM (Tocris, Cat #:0369).

### Immunohistochemistry

AhRPE plated on 24 well-size transwell inserts (Corning) were fixed with 4% paraformaldehyde (Fisher) for 10 min, rinsed 3 times with phosphate buffered saline (PBS), punched using 3 mm biopsy punches (Integra) and permeabilized with 0.01% Triton X-100 (Fisher) for 20 min. Cells were then blocked in 1% BSA (Fisher) or 1% BSA supplemented with 5% Normal Goat Serum (Jackson ImmunoResearch Laboratories, Inc.) for 30 min. Primary antibody (Supplementary Table 2) in 1% BSA or 1% BSA supplemented with 5% Normal Goat Serum in PBS block was added overnight at 4 °C, then incubated with the corresponding Alexa Fluor conjugated secondary antibody (Supplementary Table 3) at room temperature for 1 h. Transwell inserts were then mounted on glass slides with Aqua-Poly/Mount (Polysciences, Inc.) and imaged were taken using a Leica microscopy. DAPI fluorescence was used to demarcate the nucleus. In order to measure nuclear fluorescence intensity, immunofluorescent images and their corresponding DAPI images were loaded into Image J. The DAPI image was used to make a mask onto the fluorescence image. The fluorescence signal intensity within each nucleus was measured and averaged for the pixels within each nucleus of each image using a scale of 0–255. Mean fluorescence measurements were then compared between control ahRPE, TGFβ1, TNFα, and TNT-treated ahRPE conditions using a paired *t*-test.

### RNA isolation and qPCR

AhRPE cells were incubated in RNAprotect Cell Reagent (Qiagen) to attenuate endogenous RNAse activity and scraped off the plate into individual 1.5 ml tubes. Cells were centrifuged at 10,000 rpms for 10 min and the pellet was re-suspended in buffer RLT plus (Qiagen). RNA was harvested from the cells according to the manufacturer protocol in the Qiagen RNeasy Plus Mini Kit. Samples were passed through a gDNA eliminator column (Qiagen) to eliminate genomic DNA. Purified total RNA was converted to cDNA using High Capacity RNA-to-cDNA Kit (Applied Biosystems) followed by qPCR with gene specific primers using using Radiant^TM^ Green 2x qPCR Mix (Alkali Scientific, Inc.) and Applied Biosystems ViiA7 Real-Time PCR System (Life Technologies). At least three independent ahRPE lines were analyzed using qPCR primers for *MITF* (Forward 5′TTGTCCATCTGCCTCTGAGTAAG; Reverse 5′CCTATGTATGACCAGGTTGCTTG), *OTX2* (Forward 5′CCATGACCTATACTCAGGCTTCAGG; Reverse 5′GAAGCTCCATATCCCTGGGTGGAAAG), *RPE65* (Forward 5′TGGTGTAGTTCTGAGTGTGGTGGT; 5′AGTCCATGAAAGGTGACAGGGATGTT), *ACTG2* (Forward 5′GCGTGTAGCACCTGAAGAG; Reverse 5′GAATGGCGACGTACATGGCA), *TENASCIN C* (Forward 5′TCCCAGTGTTCGGTGGATCT; Reverse 5′TTGATGCGATGTGTGAAGACA), *COL1A1* (Forward 5′GTGCGATGACGTGATCTGTGA; Reverse 5′CGGTGGTTTCTTGGTCGGT), *COL1A2* (Forward 5′GGCCCTCAAGGTTTCCAAGG; Reverse 5′CACCCTGTGGTCCAACAACTC), *LAMB2* (Forward 5′TGACTTTCAAGACATTCCGTCC; Reverse 5′AGGCGAAGTATCTATACACACCC), *SNAI1* (Forward 5′TGTCAGATGAGGACAGTGGGAAAGG; Reverse 5′CTGAAGTAGAGGAGAAGGACGAAGG), and *FN1* (Forward 5′AGGAAGCCGAGGTTTTAACTG; Reverse 5′AGGACGCTCATAAGTGTCACC). Expression was normalized to the endogenous control gene *PPIG* (*Cyclophilin G*, Forward 5′CTTGTCAATGGCCAACAGAGG; Reverse 5′GCCCATCTAAATGAGGAGTTGGT).

### Time-lapse microscopy

AhRPE were seeded on an uncoated 24-well plate (Corning) at a density of 100,000 cells/well in media containing DMEM/F12, 3% Heat Inactivated Fetal Bovine Serum, 1X GlutaMAX, 1X MEM Non-Essential Amino Acids Solution (Gibco), 1X Penicillin-Streptomycin, 1X Sodium Pyruvate and incubated overnight at 37 **°**C. After 24 h, cells were treated with DMEM/F12 with 3% FBS supplemented media alone or with 10 ng/ml TGFβ1, 10 ng/ml TNFα, TGFβ1 and TNFα (TNT) together or TNT supplemented with 10 ng/ml SB 201290. Following treatment, cells were imaged every 30 min for a total of 96 h in a 37 **°**C and 5% carbon dioxide humidity-controlled Leica CTR 6500 microscope chamber. Phase images were taken using Leica Microsystems LAS AF6000 software. Image analysis was performed using ImageJ software.

### Western blot

To extract protein, ahRPE were washed and then lysed with RIPA buffer containing phosphatase and protease inhibitor cocktails (Roche) on ice. Samples were scraped on ice, agitated for 30 min at 4 °C and then centrifuged at 12,000 rpm for 20 min at 4 °C to remove debris. The supernatant was collected, aliquoted to prevent freeze-thaw cycles, and protein concentration was subsequently determined using Pierce™ BCA Protein Assay Kit (Thermo Fisher Scientific). Protein extracts were separated by Bolt^TM^ 4–12% Bis-Tris Plus Gels (Thermo Fisher Scientific) and transferred onto iBlot® 2 PVDF Mini Stacks (Thermo Fisher Scientific) membranes and were probed with antibodies (Supplementary Table 4). Proteins of interest were detected with Peroxidase AffiniPure Goat Anti-Mouse IgG, F(ab’)_2_ Fragment Specific antibody (1:10000, Jackson ImmunoResearch, Cat #:115–035–072) and Peroxidase AffiniPure Goat Anti-Rabbit IgG (H + L) antibody (1:10000, Jackson ImmunoResearch, Cat #:111–035–045), and subsequently visualized with ECL^TM^ Prime Western Blotting Detection Reagent (GE Healthcare) according to the provided protocol. All samples were stored at −80 °C. Uncropped western blots for Figs. 3d, 5c, d, and 6d can be found in Supplementary Figs 5 and 6.

### Cell migration scratch assays

AhRPE cells were seeded at 16,000 cells/well in a 96-well ImageLock plate (Essen BioScience). Following 24 h, cells were scratched using a WoundMaker™ (Essen Bioscience) according to the manufacturer’s instructions, washed with basal media and treated with control media, TGFβ1- and TNFα-treated media or TNT-treated media in combination with SB 201290. Cell migration scratch assays were performed using an IncuCyte® ZOOM (software version 20162.1.6174.36615) with a Scratch Wound software module (Essen Bioscience). Experiments were conducted for 73 h with data collection every 1–2 h. Using the ×10 objective, a phase-contrast image, which fully captured the scratch wound and surrounding cellular environment was taken per well per time point. Data was analyzed using the IncuCyte software using a processing definition with the following parameters: Segmentation Adjustment—1.3; Hole fill (µm^2^)—2500; Area Min (µm^2^)—300. Wound width was calculated as an average of each vertical line of resolution of a scratch wound mask generated at a given time point.

### siRNA knockdown of p38

AhRPE cells were seeded into a 24-well plate at a density of 100,000 cells/well in media containing DMEM/F12, 3% Heat Inactivated Fetal Bovine Serum, 1X GlutaMAX, 1X MEM Non-Essential Amino Acids Solution, 1X Penicillin-Streptomycin, 1X Sodium Pyruvate and incubated overnight at 37 **°**C. Two days after initial plating, cells were transfected with 20pmol SignalSilence® p38α MAPK siRNA II (Cell Signaling Technology, Cat #:6277 S) using Lipofectamine^TM^ RNAiMAX Transfection Reagent (Thermo Fisher Scientific, Cat #: 13778–075). Following 48 h, media containing Lipofectamine Reagent and p38α MAPK siRNA II was removed. Cells were fed with basal media or media containing TGFβ1 and TNFα (TNT). Feeding was repeated every other day until visible mass formation was observed. Cells were subsequently analyzed by RT-qPCR.

### RNA sequencing

Total RNA was isolated with the Qiagen RNAeasy kit according to manufacturer instructions, and libraries were prepared using standard Illumina protocols and sequencing was performed with the Illumina HiSeq 2500 platform. After base-calling with Illumina Realtime Analysis Software, the STAR aligner was used to map read to the UCSC hg19 sparse genome (NCBI GRh37/hg19) and annotated with gencode version 19 and the counts were calculated. Counts were then imported into R and analyzed with the EdgeR and DESeq2 packages for differential gene expression. The bioSVD package was then used to provide a global picture of the significantly changing genes and generate polar plots. The p38 network was identified by taking the first and second-degree neighbors of p38 in the StringDB (Table S5). The odds of selecting a p38 network gene in our gene list was calculated by sampling over 1000 iterations. The Bayes Factor was calculated using the proportion BF function from the BayesFactor package. (Code fully available in supplement). To identify genes with altered expression between the groups, we utilized the edgeR and DEseq2 packages coupled with a 2-fold change threshold to uncover significantly changing genes. We conducted unbiased, pairwise comparisons to identify points of variation. For example, when comparing the expression of genes with a 2-fold difference between RPE and TNT-treated cells there were 7062 genes identified in either direction. 

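IL11, a cytokine that TGFβ induces, rose on TNT from 0.437 ± 0.505 to 319 ± 251 CPM (SD, n = 3 each; log2 fold change 9.50, SE 1.13, adjusted p = 0.0025 from edgeR). MMP2, a gelatinase, rose from 3.02 ± 2.35 to 966 ± 418 CPM (log2 fold change 8.32, SE 0.94, adjusted p = 0.0022), and FAP, a serine protease of activated fibroblasts, from 0.796 ± 0.264 to 239 ± 60.3 CPM (log2 fold change 8.22, SE 0.53, adjusted p = 0.00075). RPE65, the retinoid isomerase of the RPE (ENSG00000116745.6, chromosome 1 from 68894505 to 68915637), fell from 1660 ± 1460 to 1.53 ± 1.14 CPM (log2 fold change -10.09, SE 1.54, adjusted p = 0.0049). The retinaldehyde-binding protein RLBP1 fell from 1330 ± 562 to 1.63 ± 0.642 CPM (log2 fold change -9.67, SE 1.23, adjusted p = 0.003) and PRODH, the proline dehydrogenase, from 267 ± 171 to 0.41 ± 0.241 CPM (log2 fold change -9.32, SE 0.96, adjusted p = 0.0018). For each of these genes, all 3 TNT libraries lay on 1 side of all 3 control libraries, which was a condition for genes named by the largest rise or fall. The same held for 50.7% of all tested genes, where chance gives 10%. Of 24 RPE identity genes, 23 fell on TNT and STRA6 rose (23 lower when adjusted over the list alone). For RPE identity, camera gave adjusted p = 1.41e-14, and adjusted p = 0.307 with an estimated correlation. Of 35 matrix genes, 27 rose, ELN fell and 7 did not pass (30 higher and 1 lower when adjusted over the list alone). For matrix genes, camera gave adjusted p = 7.24e-10, and adjusted p = 0.366 with an estimated correlation. Rises were found for 22 of 24 TNF and NF-κB target genes and 13 of 16 TGFβ target genes, and the rest did not pass (22 and 13 higher when adjusted over the list alone). For TNF and NF-κB targets, camera gave adjusted p = 6.9e-11, and adjusted p = 0.314 with an estimated correlation. For TGFβ targets, camera gave adjusted p = 1.02e-07, and adjusted p = 0.314 with an estimated correlation. Likewise, 11 of 14 genes of the mesenchymal transition (12 when adjusted over the list alone) and 12 of 17 proteases and inhibitors rose (14 higher and 1 lower when adjusted over the list alone). For the mesenchymal transition, camera gave adjusted p = 3.37e-06, and adjusted p = 0.314 with an estimated correlation. For proteases and inhibitors, camera gave adjusted p = 0.000128, and adjusted p = 0.366 with an estimated correlation. Of 8 fibroblast and pericyte markers, 4 rose in the same comparison and 1 fell (5 higher and 1 lower when adjusted over the list alone). Camera gave adjusted p = 0.0814 for these markers, and 0.579 with an estimated correlation. Without RPE replicate 1, 2 of them rose and none fell. STRA6 did not pass without RPE replicate 1 or RPE replicate 2. The count for the mesenchymal transition was 7 without RPE replicate 2 and with the replicate block, and that for proteases and inhibitors 5 without RPE replicate 1 or RPE replicate 2 and 7 without RPE replicate 3. Over all genes, 4890 changed between TNT and control ahRPE, 2541 higher and 2349 lower, and 5821 changed without the fold threshold. At least a 2-fold change was fitted for 8948 genes whatever their p and for 6488 genes at an unadjusted p under 0.05. The count of changed genes was 2561 without RPE replicate 1, 2628 without RPE replicate 2 and 2863 without TNT replicate 1.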

SVD is a linear transformation of the expression data from the genes × arrays (samples) space to the reduced “eigengenes” × “eigenarrays” space. SVD is a useful mathematical framework for processing genome-wide expression data in which operations may be assigned a biological meaning. Therefore, SVD1 may capture cell heterogeneity as we predict this would be higher in TNT and in PVR samples while SVD2 may be capturing the EMT (Fig. 4b).

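The third dimension of the same decomposition held 5.54% of the sum of squares and set the membranes apart from the treated cells. Its loadings were -0.56 ± 0.092 in PVR (SD, n = 2), 0.348 ± 0.012 in TNT (SD, n = 3) and 0.016 ± 0.015 in control ahRPE (SD, n = 3). The share depends on centring. With each gene centred on its mean, dimension 2 parted PVR from TNT and held 37.8%. Coordinates on it were -153.9 and -121.7 in PVR, 83.4 to 88.9 in TNT and 1.2 to 8.5 in control ahRPE. Both forms used only genes called changed between these groups, so part of the separation follows from that choice.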

The data are diagonalized such that each eigengene is expressed only in the corresponding eigenarray with the corresponding “eigenexpression” indicating their relative significance. Using this method we can evaluate the individual genes from the different samples and map them in the “eigenarrays” space. We also took the sum of the significantly changing genes from each sample and mapped them in SVD, which is also known as Karhunen-Loeve expansion in pattern recognition^70^ and as principal-component analysis in statistics^71^. Doing so captures the variation attributed to the genes and conditions per sample as a whole and allows for an interpretation of the similarities in gene expression between the groups.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Reporting Summary

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

## Data Availability

All raw data is available upon reasonable request. Sequencing data has been deposited on https://www.ncbi.nlm.nih.gov/geo/subs/, accession number GSE126633.

# Supplementary material for: P38 inhibition reverses TGFβ1 and TNFα-induced contraction in a model of proliferative vitreoretinopathy
**Source:** Commun Biol. 2019 May 3;2:162. doi: 10.1038/s42003-019-0406-6

Supplementary Figure 1

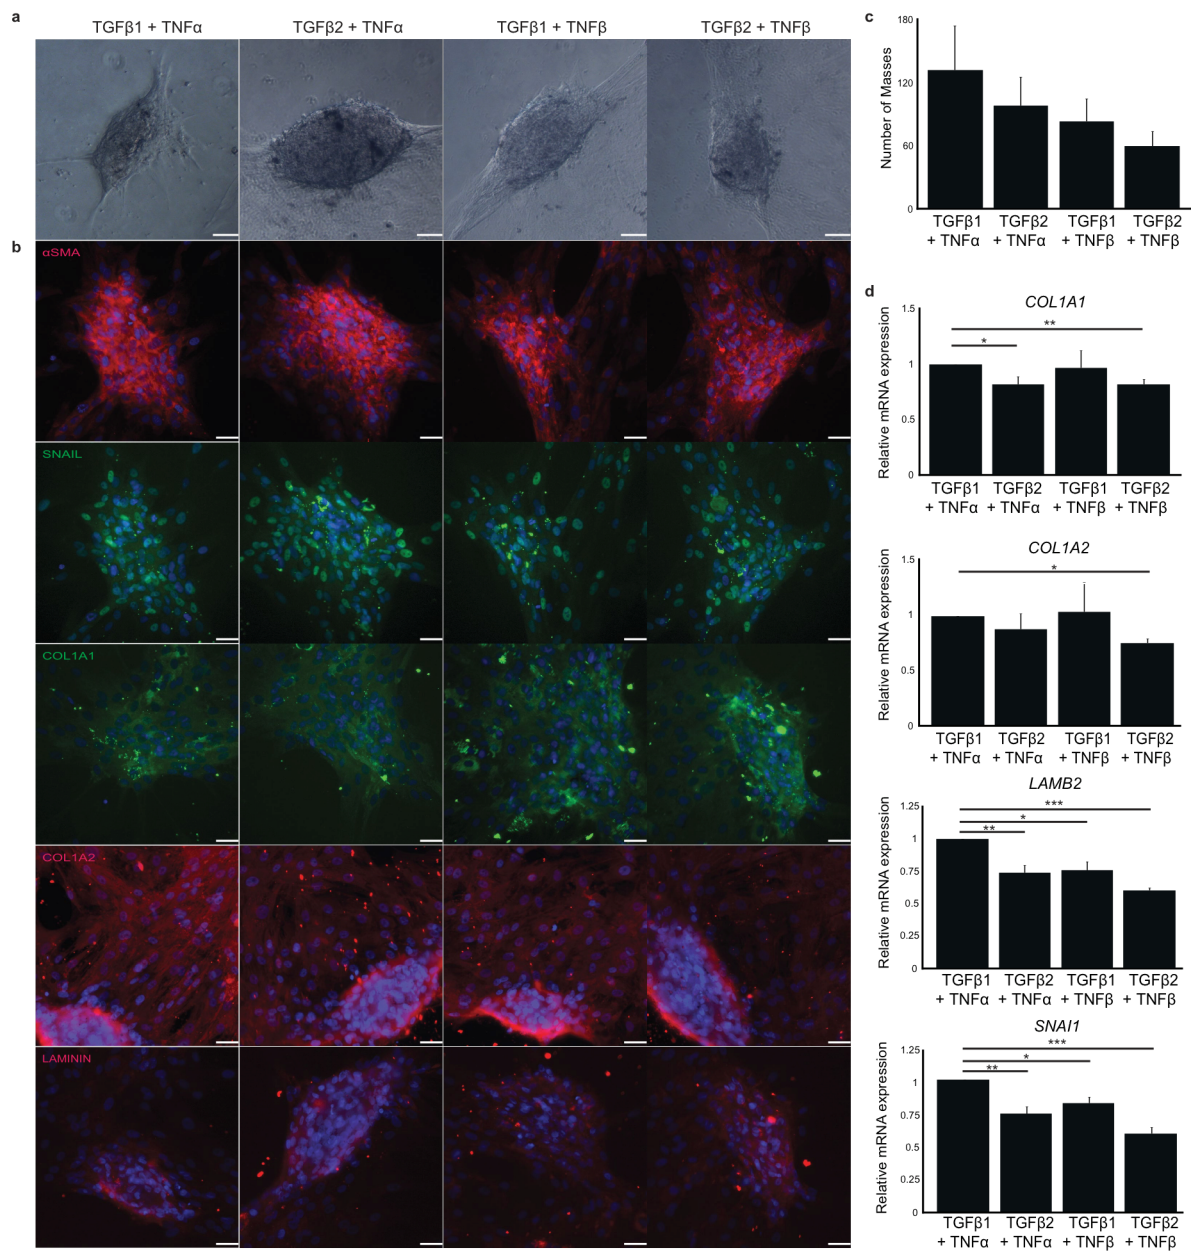

**Supplementary Figure 1. Comparison of the effect of TGF $\beta$  and TNF family members on ahRPE transformation.** AhRPE were cultured in the presence of 10ng/ml TGF $\beta$ 1 and 10ng/ml TNF $\alpha$ , 10ng/ml TGF $\beta$ 2 and 10ng/ml TNF $\alpha$ , 10ng/ml TGF $\beta$ 1 and 10ng/ml TNF $\beta$  or 10ng/ml TGF $\beta$ 2 and 10ng/ml TNF $\beta$  for 5 days then morphology and gene expression were analyzed. (a) Phase images. Scale bar = 50 $\mu$ m. (b) Anti- $\alpha$ SMA, SNAIL, COL1A1, COL1A2, and LAMININ immunostaining. Scale bar = 75 $\mu$ m. (c) Quantification of contractile membranes. (d) RT-qPCR of extracellular matrix and EMT genes. Statistical significance was calculated using Student's t-test, \*P < 0.05, \*\*P < 0.01 and \*\*\*P < 0.001. There was slight variation between cytokines in terms of gene expression. *COL1A1* expression decreased upon treatment with TGF $\beta$ 2 + TNF $\alpha$   $0.814 \pm 0.076$ ,  $P \leq 0.04$ , ( $n = 3$ ) and TGF $\beta$ 2 + TNF $\beta$   $0.820 \pm 0.047$ ,  $P \leq 0.01$ , ( $n = 3$ ), while *COL1A2* expression only decreased upon treatment with TGF $\beta$ 2 + TNF $\beta$   $0.752 \pm 0.105$ ,  $P \leq 0.05$ , (mean  $\pm$  S.E.M;  $n = 3$ ) compared to TNT alone. Compared to TNT treatment, *LAMB2* decreased upon all treatment conditions including TGF $\beta$ 2 + TNF $\alpha$   $0.740 \pm 0.059$ ,  $P \leq 0.05$ , ( $n = 3$ ), TGF $\beta$ 1 + TNF $\beta$   $0.759 \pm 0.064$ ,  $P \leq 0.05$ , ( $n = 3$ ), and TGF $\beta$ 2 + TNF $\beta$   $0.601 \pm 0.020$ ,  $P \leq 0.001$ , (mean  $\pm$  S.E.M;  $n = 3$ ). Similarly, *SNAIL* expression was decreased in all conditions including TGF $\beta$ 2 + TNF $\alpha$   $0.745 \pm 0.054$ ,  $P \leq 0.01$ , ( $n = 3$ ), TGF $\beta$ 1 + TNF $\beta$   $0.821 \pm 0.051$ ,  $P \leq 0.05$ , ( $n = 3$ ), and TGF $\beta$ 2 + TNF $\beta$   $0.601 \pm 0.599$ ,  $P \leq 0.001$ , (mean  $\pm$  S.E.M;  $n = 3$ ) compared to TNT treatment.

## Supplementary Figure 2.

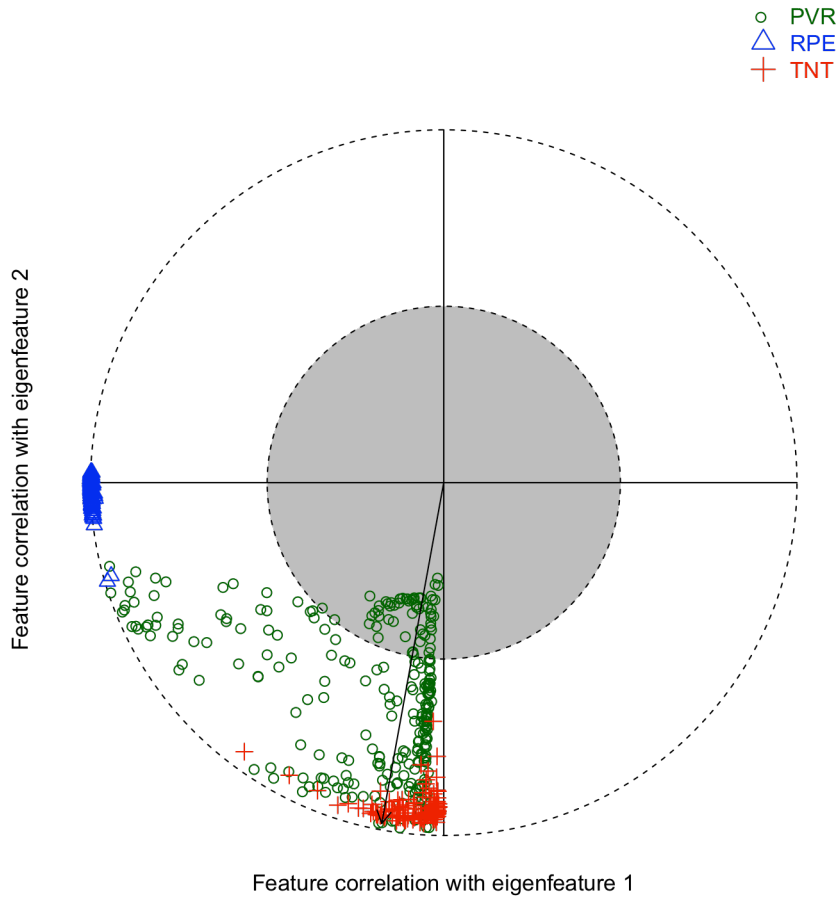

**Supplementary Figure 2. Normalized elutriation expression in the subspace associated with differences with RPE changes.** Feature correlation with eigenfeature2 along the y-axis vs. that with eigenfeature 1 along the x-axis, color-coded according to the sample type Blue (RPE), Red (TNT), Green (PVR). The dashed unit and half-unit circles outline 100% and 25% respectively of overall normalized array expression in the eigenfeature 1 and 2 subspace.

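Of the 6624 genes changed in at least 1 comparison, 2167 (32.7%) had their highest mean in control ahRPE, 2343 (35.4%) in TNT and 2114 (31.9%) in PVR. For each gene, a correlation with the first and with the second eigenfeature gives its place in the plot, where a gene inside the smaller circle has under 25% of its expression in both. Genes highest in control ahRPE had a median correlation of 0.97 with the first eigenfeature and -0.21 with the second. For genes highest in TNT the medians were 0.98 and 0.17, and for genes highest in PVR 0.24 and 0.25. The correlation with the second eigenfeature was positive for 95.8% of the genes highest in TNT and 74.3% of those highest in PVR. The genes were sorted by the group in which they were highest, so their side of the second eigenfeature follows in part from the sorting.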

### Supplementary Figure 3

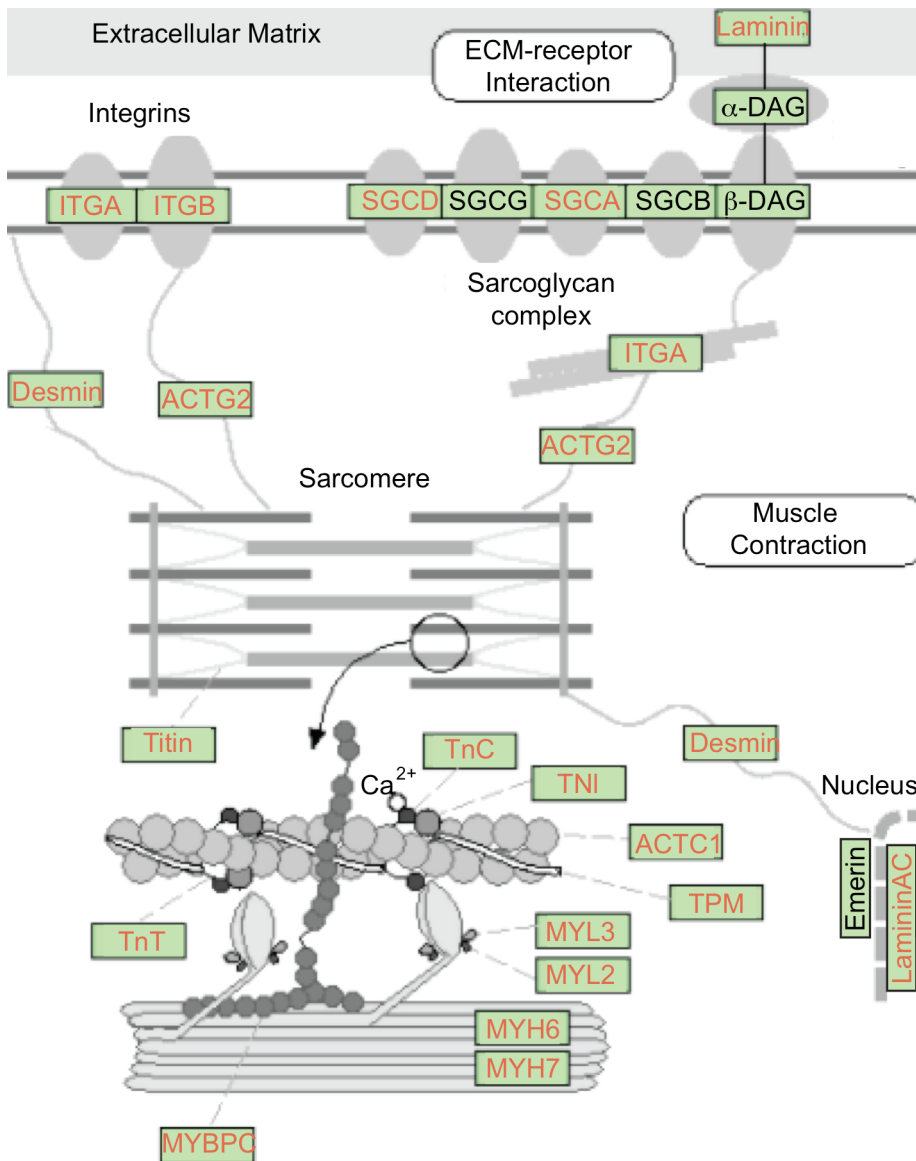

**Supplementary Figure 3. KEGG pathway analysis reveals muscle gene signature.** RNA-seq data from patient-dissected PVR samples and TNT-treated ahRPE were compared to control ahRPE using the KEGG pathway analysis on the online DAVID software tools (DAVID.ncifcrf.gov). KEGG pathway analysis identified genes involved in muscle contraction were enriched including ACTG2 and TENASCIN C. Genes in red indicate at least 2 fold greater expression in patient-dissected PVR samples and TNT-treated RPE compared to normal control ahRPE.

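ITGA2, the collagen-binding integrin α2 (ENSG00000164171.6, chromosome 5 from 52285170 to 52390609), was at 1.59 ± 1.24, 332 ± 241 and 77.9 ± 2.63 CPM in control ahRPE (SD, n = 3), TNT (SD, n = 3) and PVR (SD, n = 2). The log2 fold change from edgeR was 7.70, SE 0.90, adjusted p = 0.0023 in TNT and 5.61, SE 0.84, adjusted p = 0.0093 in PVR. SGCD, the δ-sarcoglycan of the dystrophin complex, was at 0.475 ± 0.118, 20.9 ± 10.8 and 2.71 ± 0.898 CPM (log2 fold change 5.45, SE 0.59, adjusted p = 0.002 in TNT; 2.50, SE 0.56, adjusted p = 0.029 in PVR) and did not pass in PVR without RPE replicate 1, RPE replicate 2, RPE replicate 3, TNT replicate 1 or PVR replicate 2. α-Sarcoglycan (SGCA) rose in TNT from 0.253 ± 0.154 to 5.99 ± 5.6 CPM (log2 fold change 4.55, SE 0.89, adjusted p = 0.01) and was at 1.89 ± 0.603 in PVR (log2 fold change 2.89, SE 0.89, adjusted p = 0.067). Cardiac α-actin (ACTC1), which may share reads with other actins, rose in PVR from 0.352 ± 0.175 to 8.43 ± 6.03 CPM (log2 fold change 4.57, SE 0.75, adjusted p = 0.012; not passing without RPE replicate 2). Desmin (DES), the intermediate filament protein of muscle, was at 2.31 ± 0.961 CPM in PVR and 0.0283 ± 0.049 in control ahRPE (2 counts there; adjusted p = 0.015, not passing without RPE replicate 1). Of the 12 genes in red in Supplementary Fig. 3, 8 had enough counts to be tested and MYL2, MYL3, MYH6 and MYH7 did not. In TNT, SGCA and SGCD were called higher and 6 genes did not pass at 2-fold, among them DES at 0.0995 ± 0.01 CPM (9 counts; adjusted p = 0.27). In PVR SGCD, DES and ACTC1 were called higher and 5 did not pass, among them SGCA with a log2 fold change of 2.89 (adjusted p = 0.067). Of 42 genes of sarcomere, sarcoglycans and integrins, 17 rose in TNT, 4 fell and 21 did not pass (18 higher and 5 lower when adjusted over the list alone). For genes of sarcomere, sarcoglycans and integrins, camera gave adjusted p = 0.0193, and adjusted p = 0.366 with an estimated correlation. In PVR, 10 rose, 1 (ITGB8) fell and 31 did not pass (18 higher and 1 lower when adjusted over the list alone). For genes of sarcomere, sarcoglycans and integrins, camera gave adjusted p = 0.00553, and adjusted p = 0.337 with an estimated correlation. Markers of other cell types rose in PVR too, 16 of 17 for macrophages and microglia and 3 of 8 for fibroblasts and pericytes (16 and 6 when adjusted over each list alone). Their camera adjusted p was 3.67e-22 and 0.0208, and 0.307 and 0.498 with an estimated correlation. Only 1 fibroblast or pericyte marker rose without any single RPE replicate or TNT replicate 1. At least 2-fold higher in both were 6 of 42, against 4.66% of the other genes (Fisher's exact test, two-sided, adjusted p = 0.0344). The count that rose in PVR was 3 without RPE replicate 1 or RPE replicate 2, 4 without PVR replicate 2 and 6 without TNT replicate 1, ITGB8 did not pass in PVR without TNT replicate 1, PVR replicate 1, PVR replicate 2 or any single RPE replicate, and the count higher in both was 2 without RPE replicate 1, RPE replicate 2 or PVR replicate 2 and 3 without TNT replicate 1.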

Supplementary Figure 4

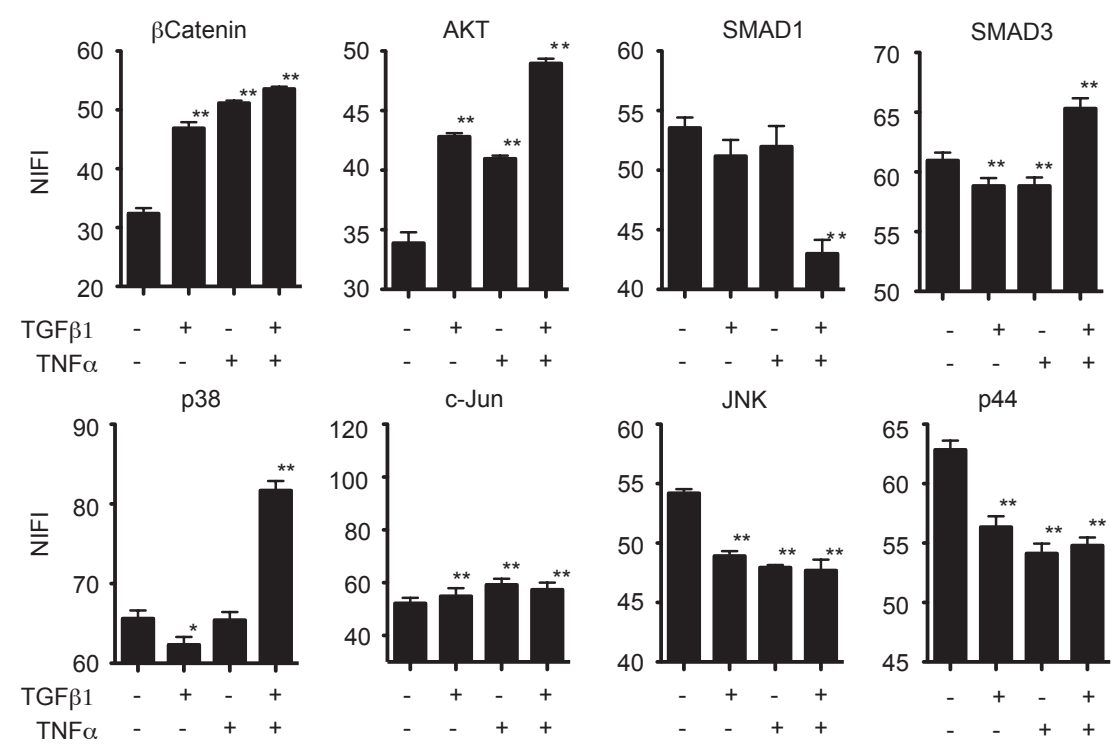

**Supplementary Figure 4. p38 signaling is involved in TGF $\beta$ 1 and TNF $\alpha$  co-activation.** (a) AhRPE were cultured for 5 days in DMEM + 5% FBS in the presence of 10ng/ml TGF $\beta$ , 10ng/ml TNF $\alpha$  or their combination. Cells were then fixed and stained with antibodies to  $\beta$ Catenin, AKT, phosphorylated SMAD1, phosphorylated SMAD3, p38, c-Jun, JNK, and p44 for immunofluorescence imaging. DAPI images were used to analyze the immunofluorescence intensity of each stain exclusively within the nucleus in order to selectively measure activated forms of each protein. Nuclear immunofluorescence intensity (NIFI) was compared between conditions. Scale bar = 25  $\mu$ m. (b) Anti-p38 immunostaining. Scale bar = 25 $\mu$ m. Student's t-test, \*P < 0.05 and \*\*P < 0.01.

**Supplementary Table 1. Mass formation variability by RPE line.**

| RPE line | Experiment number | Mean  | Coefficient of variability (%) |
|----------|-------------------|-------|--------------------------------|
| A        | 6                 | 457.0 | 70.67                          |
| B        | 5                 | 245.8 | 16.78                          |
| C        | 4                 | 656.8 | 68.12                          |
| D        | 2                 | 380.0 | 111.65                         |
| E        | 2                 | 73.5  | 60.61                          |
| F        | 2                 | 232.0 | 58.91                          |
| G        | 2                 | 186.5 | 29.90                          |
| H        | 1                 | 298.0 | 0                              |
| I        | 1                 | 230.0 | 0                              |
| J        | 1                 | 425.0 | 0                              |

**Supplementary Table 2. Nuclear immunofluorescence intensity values.**

| <b>Protein</b>  | <b>Metric</b> | <b>Control</b> | <b>TGFβ1</b> | <b>TNFα</b> | <b>TNT</b> |
|-----------------|---------------|----------------|--------------|-------------|------------|
| <b>βCatenin</b> | mean          | 32.38          | 46.87        | 51.13       | 53.54      |
|                 | SEM           | 0.92           | 1.05         | 0.45        | 0.39       |
|                 | n             | 208            | 154          | 257         | 265        |
|                 | P-value       |                | <0.0001      | <0.0001     | <0.0001    |
| <b>AKT</b>      | mean          | 33.87          | 42.81        | 40.96       | 48.95      |
|                 | SEM           | 0.92           | 0.29         | 0.25        | 0.402      |
|                 | n             | 288            | 169          | 258         | 273        |
|                 | P-value       |                | <0.001       | <.001       | <.001      |
| <b>SMAD1</b>    | mean          | 53.53          | 51.18        | 51.97       | 42.99      |
|                 | SEM           | 0.92           | 1.05         | 0.45        | 0.39       |
|                 | n             | 208            | 154          | 257         | 265        |
|                 | P-value       |                | 0.15         | 0.47        | <0.0001    |
| <b>SMAD3</b>    | mean          | 61.85          | 58.82        | 58.82       | 65.3       |
|                 | SEM           | 0.67           | 0.67         | 0.71        | 0.87       |
|                 | n             | 186            | 172          | 224         | 359        |
|                 | P-value       |                | 0.0016       | 0.0024      | 0.0085     |
| <b>p38</b>      | mean          | 65.61          | 62.31        | 65.4        | 81.69      |
|                 | SEM           | 1.02           | 0.99         | 1.03        | 1.17       |
|                 | n             | 144            | 161          | 125         | 167        |
|                 | P-value       |                | 0.0216       | 0.88        | <0.0001    |
| <b>cJun</b>     | mean          | 54.02          | 56.73        | 59.3        | 56.53      |
|                 | SEM           | 0.26           | 0.66         | 0.512       | 0.64       |
|                 | n             | 589            | 237          | 468         | 431        |
|                 | P-value       |                | <0.0001      | <0.0001     | <0.0001    |
| <b>JNK</b>      | mean          | 54.19          | 48.9         | 47.94       | 47.69      |
|                 | SEM           | 0.34           | 0.42         | 0.21        | 0.9        |
|                 | n             | 398            | 351          | 419         | 416        |
|                 | P-value       |                | <0.0001      | <0.0001     | <0.0001    |
| <b>p44</b>      | mean          | 62.83          | 56.34        | 54.12       | 54.79      |
|                 | SEM           | 0.78           | 0.9          | 0.83        | 0.67       |
|                 | n             | 274            | 231          | 380         | 356        |
|                 | P-value       |                | <0.0001      | <0.0001     | <0.0001    |

\* P-value relative to control conditions.

### Supplementary Table 3. Antibodies and working dilutions.

#### Antibodies use for immunofluorescence

| <u>Target</u> | <u>Host Species</u> | <u>Source</u>  | <u>Catalog Number</u> | <u>Working Dilution</u> |
|---------------|---------------------|----------------|-----------------------|-------------------------|
| ACTG2         | Rabbit              | Abcam          | ab209694              | 1:100                   |
| TENASCIN C    | Rabbit              | Abcam          | ab108930              | 1:100                   |
| $\alpha$ SMA  | Mouse               | Abcam          | ab7817                | 1:100                   |
| SNAIL         | Goat                | R&D Systems    | AF3639                | 1:200                   |
| COL1A1/PICP   | Mouse               | Abcam          | ab76102               | 1:50                    |
| COL1A2        | Rabbit              | Abcam          | ab96723               | 1:50                    |
| LAMININ       | Rat                 | Abcam          | ab44941               | 1:20                    |
| AKT           | Rabbit              | Cell Signaling | 9271                  | 1:100                   |
| b-Catenin     | Mouse               | BD Biosciences | 610154                | 1:100                   |
| cJun          | Rabbit              | Cell Signaling | 91653                 | 1:100                   |
| JNK           | Mouse               | Cell Signaling | 9255                  | 1:100                   |
| p38           | Rabbit              | Cell Signaling | 9211S                 | 1:100                   |
| p44           | Rabbit              | Millipore      | 05-797R               | 1:100                   |
| pSMAD3        | Rabbit              | Cell Signaling | 9523                  | 1:100                   |
| SMAD1         | Rabbit              | Cell Signaling | 9743                  | 1:100                   |

**Supplementary Table 4. Antibodies and working dilutions.****Secondary antibodies used for immunofluorescence**

| <u>Target</u>                                         | <u>Host Species</u> | <u>Source</u> | <u>Target</u>  | <u>Host Species</u> |
|-------------------------------------------------------|---------------------|---------------|----------------|---------------------|
| Alexa Fluor® 546 Goat anti-Rabbit IgG (H+L)           | Rabbit              | Thermo Fisher | A-11071        | 1:1000              |
| Alexa Fluor® 546 Goat anti-Mouse IgG (H+L)            | Mouse               | Thermo Fisher | A-11018        | 1:1000              |
| Alexa Fluor® 488 Donkey anti-Goat IgG (H+L)           | Goat                | Thermo Fisher | A-11055        | 1:1000              |
| Alexa Fluor® 488 Goat anti-Mouse IgG (H+L)            | Mouse               | Thermo Fisher | A-11017        | 1:1000              |
| Alexa Fluor® 647 Goat anti-Rat IgG (H+L)              | Rat                 | Abcam         | Ab150159       | 1:1000              |
| DAPI (4',6-Diamidine-2'-phenylindole dihydrochloride) | Rabbit              | Thermo Fisher | 10 236 276 001 | 1:1000              |

## Supplementary Table 5. Antibodies and working dilutions

### Antibodies used for Western blot

| Target            | Host Species | Source         | Catalog Number | Working Dilution |
|-------------------|--------------|----------------|----------------|------------------|
| E-Cadherin        | Rabbit       | Cell Signaling | 3195           | 1:1000           |
| N-Cadherin        | Rabbit       | Abcam          | ab12221        | 1:100            |
| Vinculin          | Rabbit       | Abcam          | ab129002       | 1:10000          |
| phospho-p38       | Rabbit       | Cell Signaling | 9211S          | 1:1000           |
| phospho-HSP27     | Rabbit       | Abcam          | ab155987       | 1:1000           |
| $\alpha$ -Tubulin | Mouse        | Sigma-Aldrich  | T9026          | 1:5000           |
| ACTG2             | Rat          | Abcam          | ab209694       | 1:500            |
| COL1A2            | Rabbit       | Abcam          | ab96723        | 1:500            |

Supplementary Blot 1

Figure 3d

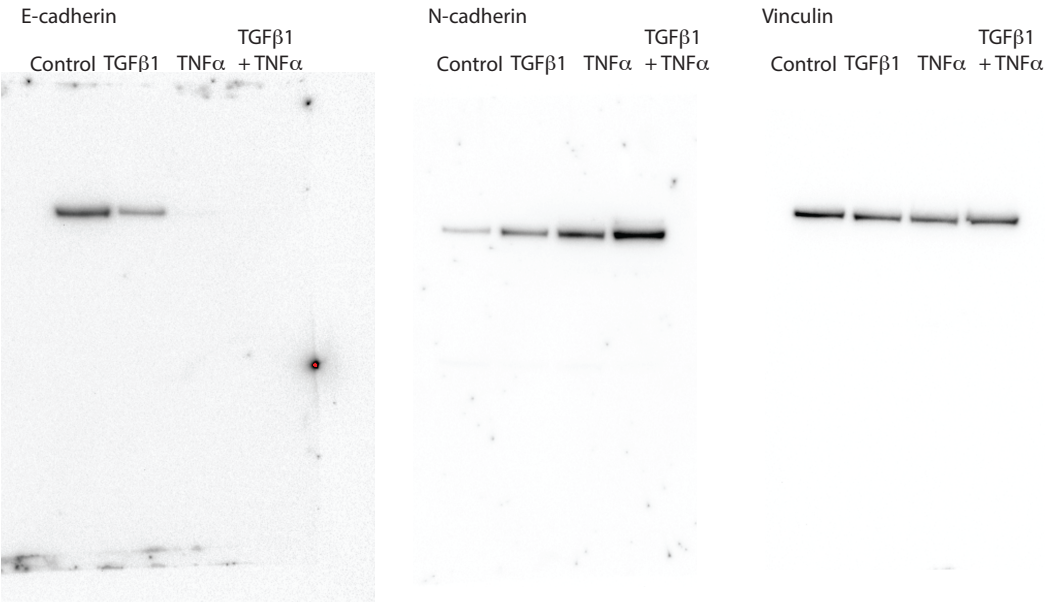

Supplementary Blot 2

Figure 5c

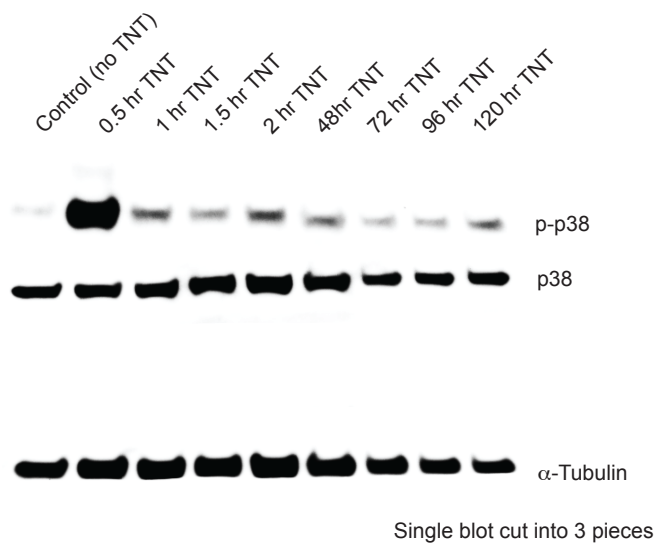

Supplementary Blot 3

Figure 5d

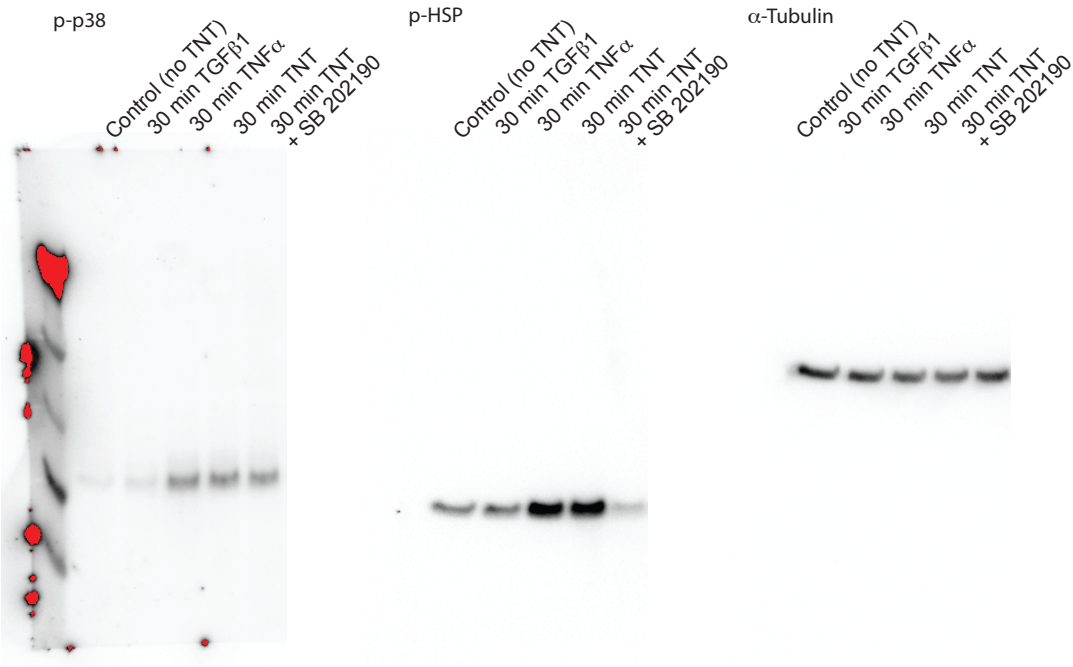

Supplementary Blot 4

|               |       |   |   |        |   |   |                   |   |   |
|---------------|-------|---|---|--------|---|---|-------------------|---|---|
| Figure 6d     | ACTG2 |   |   | COL1A2 |   |   | $\alpha$ -Tubulin |   |   |
| TGF $\beta$ 1 | +     | + | - | +      | + | - | +                 | + | - |
| TNF $\alpha$  | +     | + | - | +      | + | - | +                 | + | - |
| SB 202190     | -     | + | + | -      | + | + | -                 | + | + |

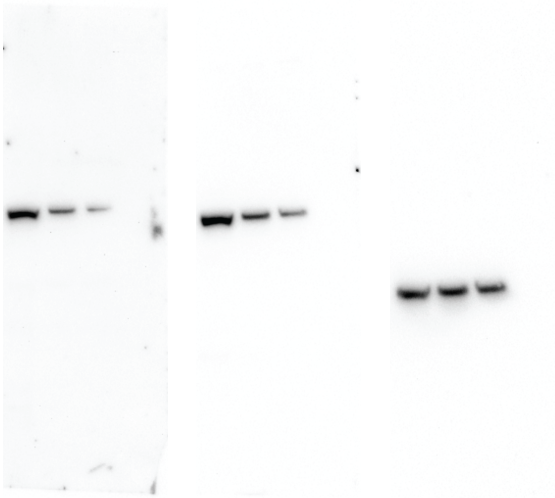

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: P38 inhibition reverses TGFβ1 and TNFα-induced contraction in a model of proliferative vitreoretinopathy
**Source:** Commun Biol. 2019 May 3;2:162. doi: 10.1038/s42003-019-0406-6
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File Name:** Supplementary Movie 1

**Description: Time-lapse of ahRPE treated with FBS-basal control media.** AhRPE were seeded on an uncoated 24-well plate at a density of 100,000 cells/well in media containing DMEM/F12 and 3% Heat Inactivated Fetal Bovine Serum (FBS) and then incubated overnight at 37°C. After 24 hours, cells were treated with DMEM/F12 with 3% FBS media. Following treatment, cells were imaged every 30 minutes for a total of 96 hours in a 37°C and 5% carbon dioxide humidity-controlled Leica CTR 6500 microscope chamber. Phase images were taken using Leica Microsystems LAS AF6000 software. Image analysis was performed using ImageJ software. Scale bar = 300µm.

**File Name:** Supplementary Movie 2

**Description: Time-lapse of ahRPE treated with FBS-basal media supplemented with TGFβ1.** AhRPE were seeded on an uncoated 24-well plate at a density of 100,000 cells/well in media containing DMEM/F12 and 3% Heat Inactivated Fetal Bovine Serum (FBS) and then incubated overnight at 37°C. After 24 hours, cells were treated with DMEM/F12 with 3% FBS media supplemented with 10 ng/ml TGFβ1. Following treatment, cells were imaged every 30 minutes for a total of 96 hours in a 37°C and 5% carbon dioxide humidity-controlled Leica CTR 6500 microscope chamber. Phase images were taken using Leica Microsystems LAS AF6000 software. Image analysis was performed using ImageJ software. Scale bar = 300µm.

**File Name:** Supplementary Movie 3

**Description: Time-lapse of ahRPE treated with FBS-basal media supplemented with TNFα.** AhRPE were seeded on an uncoated 24-well plate at a density of 100,000 cells/well in media containing DMEM/F12 and 3% Heat Inactivated Fetal Bovine Serum (FBS) and then incubated overnight at 37°C. After 24 hours, cells were treated with DMEM/F12 with 3% FBS media supplemented with 10 ng/ml TNFα. Following treatment, cells were imaged every 30 minutes for a total of 96 hours in a 37°C and 5% carbon dioxide humidity-controlled Leica CTR 6500 microscope chamber. Phase images were taken using Leica Microsystems LAS AF6000 software. Image analysis was performed using ImageJ software. Scale bar = 300µm.

**File Name:** Supplementary Movie 4

**Description: Time-lapse of ahRPE treated with FBS-basal media co-supplemented with TGFβ1 and TNFα.** AhRPE were seeded on an uncoated 24-well plate at a density of 100,000 cells/well in media containing DMEM/F12 and 3% Heat Inactivated Fetal Bovine Serum (FBS) and then incubated overnight at 37°C. After 24 hours, cells were treated with DMEM/F12 with 3% FBS media co-supplemented with 10 ng/ml TGFβ1 and 10 ng/ml TNFα. Following treatment, cells were imaged every 30 minutes for a total of 96 hours in a 37°C and 5% carbon dioxide humidity-controlled Leica CTR 6500 microscope chamber. Phase images were taken using Leica Microsystems LAS AF6000 software. Image analysis was performed using ImageJ software. Scale bar = 300µm.

**File Name:** Supplementary Movie 5

**Description: Time-lapse of ahRPE treated with FBS-basal media cosupplemented with TGFβ1 and TNFα.** AhRPE were seeded on an uncoated 24-well plate at a density of 100,000 cells/well in media containing DMEM/F12 and 3% Heat Inactivated Fetal Bovine Serum (FBS) and then incubated overnight at 37°C. After 24 hours, cells were treated with DMEM/F12 with 3% FBS media co-supplemented with 10 ng/ml TGFβ1 and 10 ng/ml TNFα. Following treatment, cells were imaged every 30 minutes for a total of 96 hours in a 37°C and 5% carbon dioxide humidity-controlled Leica CTR 6500 microscope chamber. Phase images were taken using Leica Microsystems LAS AF6000 software. Image analysis was performed using ImageJ software. Scale bar = 300μm.

**File Name:** Supplementary Movie 6

**Description: Time-lapse of 3D mass reversal using p38 inhibitor, SB 202190.** AhRPE were seeded on an uncoated 24-well plate at a density of 100,000 cells/well in media containing DMEM/F12 and 3% Heat Inactivated Fetal Bovine Serum (FBS) and then incubated overnight at 37°C. After 24 hours, cells were treated with DMEM/F12 with 3% FBS media co-supplemented with 10 ng/ml TGFβ1 and 10 ng/ml TNFα and imaged every 30 minutes for 96 hours in a 37°C and 5% carbon dioxide humidity-controlled Leica CTR 6500 microscope chamber. Following robust mass formation after 3 days, cells were treated with 10 ng/ml TGFβ1, 10 ng/ml TNFα, and 10 ng/ml SB 202190 and further imaged every 30 minutes for an additional 96 hours. Phase images were taken using Leica Microsystems LAS AF6000 software. Image analysis was performed using ImageJ software. Scale bar = 300μm.

# Supplementary material for: P38 inhibition reverses TGFβ1 and TNFα-induced contraction in a model of proliferative vitreoretinopathy
**Source:** Commun Biol. 2019 May 3;2:162. doi: 10.1038/s42003-019-0406-6
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ ☐ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated
- ☐ ☒ Clearly defined error bars  
*State explicitly what error bars represent (e.g. SD, SE, CI)*

Our web collection on [statistics for biologists](#) may be useful.

### Software and code

Policy information about [availability of computer code](#)

Data collection Realtime Analysis Software, STAR aligner, EdgeR, DESeq2, BioSVD package, StringDB, BayesFactor package

Data analysis STAR aligner, EdgeR, DESeq2, BioSVD package, StringDB, BayesFactor package, Prism Graphpad

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Sequence data that support the findings of this study have been deposited in GEO Datasets with the primary accession code GSE126633 <https://www.ncbi.nlm.nih.gov/geo/subs/>

## Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://www.nature.com/authors/policies/ReportingSummary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------|
| Sample size     | Minimum 3 genetically distinct biological samples were used for all analyses.                 |
| Data exclusions | No data was excluded                                                                          |
| Replication     | All experiments were conducted a minimum on three biological replicates.                      |
| Randomization   | Samples were collected by the random opportunity of receiving donor tissue through eye banks. |
| Blinding        | Samples were encoded with barcodes before analyses, then decoded after data was analyzed.     |

## Reporting for specific materials, systems and methods

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Unique biological materials |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Unique biological materials

Policy information about [availability of materials](#)

|                            |                                                                                                                                                                                                                                                                                                                                      |
|----------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Obtaining unique materials | human globes were received after consent by either the donor or the next of kin from the National Disease Research Interchange, Philadelphia, PA., the Eye-Bank for Sight Restoration, Inc., New York, NY, the Lions Eye Bank, Albany, NY and Miracle in Sights, Winston-Salem, NC. Informed consent was obtained from all subjects. |
|----------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Antibodies

### Antibodies used

ACTG2 Rabbit Abcam ab209694 1:100  
 TENASCIN C Rabbit Abcam ab108930 1:100  
 αSMA Mouse Abcam ab7817 1:100  
 SNAIL Goat R&D Systems AF3639 1:200  
 COL1A1/PICP Mouse Abcam ab76102 1:50  
 COL1A2 Rabbit Abcam ab96723 1:50  
 LAMININ Rat Abcam ab44941 1:20  
 AKT Rabbit Cell Signaling 9271 1:100  
 β-Catenin Mouse BD Biosciences 610154 1:100  
 cJun Rabbit Cell Signaling 91653 1:100  
 JNK Mouse Cell Signaling 9255 1:100  
 p38 Rabbit Cell Signaling 9211S 1:100  
 p44 Rabbit Millipore 05-797R 1:100  
 pSMAD3 Rabbit Cell Signaling 9523 1:100  
 SMAD1 Rabbit Cell Signaling 9743 1:100

Target Host Species Source Target Host Species  
 Alexa Fluor® 546 Goat anti-Rabbit IgG (H+L) Rabbit Thermo Fisher A-11071 1:1000  
 Alexa Fluor® 546 Goat anti-Mouse IgG (H+L) Mouse Thermo Fisher A-11018 1:1000  
 Alexa Fluor® 488 Donkey anti-Goat IgG (H+L) Goat Thermo Fisher A-11055 1:1000  
 Alexa Fluor® 488 Goat anti-Mouse IgG (H+L) Mouse Thermo Fisher A-11017 1:1000  
 Alexa Fluor® 647 Goat anti-Rat IgG (H+L) Rat Abcam Ab150159 1:1000  
 DAPI (4',6-Diamidine-2'-phenylindole dihydrochloride) Rabbit Thermo Fisher 10 236 276 001 1:1000

#### Validation

Antibodies used were purchased from companies that validate. we validate annually are the antibodies used. We have validated the majority of antibodies proposed in this application in the following way and those yet to be validated will be authenticated similarly. Antibodies are only purchased from select vendors, which display examples of the staining. Once purchased, the same conditions are replicated in lab, which includes concentration, vehicle and tissue or cells used as a positive control. If antibodies are directed against proteins known to be generally present in all cells, then no negative control is used, but cellular localization is used to demonstrate consistent staining pattern. If an antibody is cell-specific, then cells known to not express that target protein are used as a negative control, alongside experimental conditions. In all experiments specific isotype controls are used for each antibody as well as staining with secondary antibody alone.

## Eukaryotic cell lines

### Policy information about [cell lines](#)

#### Cell line source(s)

We derive each RPE line from an individual cadaver donor globes, 26 lines of which were used in the experiments presented in this manuscript.

#### Authentication

Each cell line is validated by by testing purity, identity and potency using immunofluorescence, qPCR and electrophysiological assays.

#### Mycoplasma contamination

Mycoplasma is routinely tested on all lines maintained.

#### Commonly misidentified lines (See [ICLAC](#) register)

N/A

How the deposited data were processed for this re-analysis (not part of the article)

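RNA sequencing libraries of 3 control ahRPE cultures, 3 TNT-treated ahRPE cultures and 2 dissected PVR membranes were compared. The authors aligned the reads with STAR to UCSC hg19 (GRCh37), annotated them with GENCODE 19 and deposited raw counts per gene, 57820 versioned Ensembl gene IDs with 1 column per library. The paper's text names edgeR and DESeq2 for the comparisons and gives no versions, no p threshold and no counting program or strand setting.

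Gene symbols and coordinates (GRCh37) were taken from GENCODE 44 mapped to GRCh37, which gave a symbol for 55538 gene IDs. Genes without a symbol held 0.533% to 1.012% of the counts per library. Genes of the Y chromosome, XIST and TSIX were left out of every table and test, 532 gene IDs, since the samples came from human donors. The other 57288 gene IDs entered the filter on low counts (filterByExpr), which kept 19399 genes.

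Counts were normalized by TMM and fitted with edgeR 4.0.16 (limma 3.58.1, R 4.3.3) in 1 quasi-likelihood model with the group as its term over all 8 libraries. The common biological coefficient of variation was 0.523, with 5 residual and a median of 2.66 prior degrees of freedom. Adjusted p values are Benjamini-Hochberg values over all genes tested. CPM and log2 CPM used TMM-normalized library sizes, with a prior count of 2 on the log scale. Tables were handled in Python 3.11.15 with pandas 2.3.3 and drawn with matplotlib 3.10.9.

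The libraries held 21142040 to 26856005 counts in control ahRPE, 29087072 to 33169412 in TNT and 41812045 and 62297419 in PVR. The number of genes detected was 21863 to 22293 in control ahRPE libraries, 23650 to 24619 in TNT and 25709 and 26110 in PVR. The fit was tested on simulated data with the same group sizes. For TNT vs. RPE, edgeR found 22 of 97 genes changed 4-fold, 61 of 92 changed 16-fold and called 4 of 18523 unchanged genes. For PVR vs. RPE it found 11 of 98 and 60 of 98 and called 8 of 18516 unchanged genes. DESeq2 1.42.0 found 51 of 97 and 81 of 92 for TNT vs. RPE and called 80 of 18523 unchanged genes. For PVR vs. RPE its numbers were 44 of 98, 86 of 98 and 104 of 18516.

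Of the tested genes, 9844 had TNT and control libraries that did not overlap (50.7%, where chance gives 10%). For PVR the share was 48.9% against control ahRPE and 50.8% against TNT, where chance gives 20%. Genes named by the largest rise or fall were picked among such genes, so their lack of overlap is no further evidence. By the labels, a control and a TNT library of the same number come from the same line. The pairing was checked by correlating the deviations of each library from its group mean across genes. Pairs of the same line gave -0.094, -0.079 and 0.118 for lines 1, 2 and 3. Of the other pairs, RPE replicate 2 with TNT replicate 1 gave 0.202 and RPE replicate 1 with TNT replicate 2 gave 0.158. The rest gave -0.088 to -0.063. The highest values for lines 1 and 2 thus lay across the labels, and whether these labels hold was not tested. The paper states no block for the line, and the model had no such term. A replicate block by the labelled pairs was run as an alternative.

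24 gene lists were fixed before the data were examined, as were the comparisons, the thresholds, the rule for named genes and all alternatives except those named as added. They cover RPE identity, epithelial junctions and keratins, mesenchymal transition, extracellular matrix, matrix proteases and inhibitors, smooth muscle and myofibroblast contraction, sarcomere with sarcoglycans and integrins, the p38-MAPK cascade, AP-1 and immediate early genes, TNF and NF-κB response, TGFβ response, interferon response, cell cycle, hypoxia and glycolysis, the phagocyte NADPH oxidase and mitochondrially encoded mRNAs. The others hold markers of macrophages and microglia, T and NK cells, B and plasma cells, glia, endothelium, fibroblasts and pericytes, photoreceptors and erythrocytes. Each list was tested in 3 comparisons by counts of members, by camera with a preset correlation of 0.01 and with an estimated one, by fry and by Fisher's exact test, with p adjusted over the 72 tests of each kind. With an estimated correlation camera passed none of the 72 tests (lowest adjusted p = 0.307). It passed no list even where all 17 markers of macrophages and microglia were higher in PVR than in TNT, so its values do not decide which lists moved. Several lists share genes, such as FN1, MMP9, ITGA5, DCN, LUM and DUSP1.

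Named genes were the 10 genes with the largest rise and the 10 with the largest fall in each comparison, among genes with an adjusted p under 0.05, a mean log2 CPM of at least 3 and groups that did not overlap, every gene the paper names, whose place in the paper had been seen, and up to 4 members of each list with the smallest p. From these the text names those of known function and prefers calls that held in most alternatives. STRA6, LCN2, ELN, ITGB8, CSF1R, TEK, TIE1, ROBO4 and other members named beside counts of 5 or fewer were chosen after their values were seen.

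Overlaps of calls were set beside the overlap of independent lists, and the correlation of fold changes beside 30 simulations of unchanged groups that shared their control libraries, also with each library left out. The singular value decomposition used base R. The paper's STRING network, its biosvd, DAVID and Ingenuity analyses and its supplementary table of network genes were not at hand, so the p38-MAPK cascade list stands in for the network and its size is not comparable. The alternatives were DESeq2, genes called by both tools, RLE normalization, no filter on low counts, no 2-fold requirement, a test against a 2-fold change (glmTreat), an adjusted p under 0.01, the likelihood ratio test, a fit of only the 2 groups compared, the replicate block and each library left out in turn. For the decomposition and the distances they were centring, another gene set, a prior count of 0.5, CPM without the log and 1 minus Spearman's correlation. Added after the data were seen were thinning to a total of 21134196 counts, the distances over genes with at least 1 CPM in RPE or TNT or in each group, and a fit without RPE replicate 3 and PVR replicate 1, which stood apart in cell cycle genes and in glial and plasma cell markers.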

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

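Chosen only after the result was seen were the test of the PVR library ratio against macrophage markers, thinning to the lowest library total, the fit without RPE replicate 3 and PVR replicate 1, and the distances over genes with at least 1 CPM in RPE or TNT or in each group. The lists below are signals in genes that the paper does not discuss.

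Interferon response genes rose in TNT, 14 of 24, while IFIT1 fell and 9 did not pass (16 higher and 1 lower when adjusted over the list alone; camera adjusted p = 4.49e-05, and adjusted p = 0.366 with an estimated correlation). In PVR 20 rose and 4 did not pass (23 when adjusted over the list alone; camera adjusted p = 2.61e-12, and adjusted p = 0.314 with an estimated correlation), and control ahRPE expressed 14 of them at 1 CPM or more. GBP1, a GTPase induced by interferon γ, went from 2.03 ± 1.13 CPM in control ahRPE to 117 ± 56.5 in TNT and 54.2 ± 12.4 in PVR (log2 fold change 5.85, SE 0.58, adjusted p = 0.0017 in TNT and 4.74, SE 0.57, adjusted p = 0.0057 in PVR), with every TNT and PVR library above every control library. The count in TNT was 8 without RPE replicate 1 and 9 without RPE replicate 2, that in PVR 8 without RPE replicate 1 and 10 without RPE replicate 2, and IFIT1 did not pass without RPE replicate 1, RPE replicate 2 or TNT replicate 3.

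Macrophage and microglia markers were higher in PVR than in control ahRPE, 16 of 17 (all but CSF1R; camera adjusted p = 3.67e-22, and adjusted p = 0.307 with an estimated correlation), led by C1QC (500 ± 152 CPM), CD14 (433 ± 288 CPM) and C1QA (321 ± 80.6 CPM), and control ahRPE expressed 2 of them at 1 CPM or more (CD14 and CSF1R). ITGAM of this list was also at least 2-fold higher in TNT than in control ahRPE, as was IL7R of the T and NK cell markers. ITGAM and IL7R are thus not particular to the membranes, though all 17 macrophage and microglia markers were also higher in PVR than in TNT. The counts that follow compare PVR with control ahRPE. T and NK cell markers were higher for 5 of 7 (CD247, CD8A, IL7R, NKG7 and PRF1; 7 when adjusted over the list alone; camera adjusted p = 3.31e-05, and adjusted p = 0.314 with an estimated correlation), with 1 expressed in control ahRPE (IL7R), the most abundant at 24.5 ± 9.34 CPM in PVR (IL7R), and a count of none without RPE replicate 1, RPE replicate 2 or PVR replicate 1, 2 without TNT replicate 1 and 3 without RPE replicate 3. B and plasma cell markers were higher for 3 of 4, among them CD79A and JCHAIN (3 when adjusted over the list alone; camera adjusted p = 0.0323, and adjusted p = 0.366 with an estimated correlation), with JCHAIN at 374 ± 520 CPM in PVR and 2 of the list expressed in control ahRPE (CD79A and CD79B), and a count of none without RPE replicate 1 or RPE replicate 2. Glial markers were higher for 4 of 7 (GFAP, AQP4, SLC1A3 and GPM6B; 5 when adjusted over the list alone; camera adjusted p = 0.0616, and adjusted p = 0.543 with an estimated correlation), with GFAP at 2680 ± 3730 CPM in PVR and 4 of the list expressed in control ahRPE, and a count of none without RPE replicate 1 or RPE replicate 2 and 2 without RPE replicate 3 or PVR replicate 1.

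The PVR libraries were no nearer to the TNT libraries over all tested genes than the control libraries were (ratio of distances 1.035). Thinned to the lowest library total the ratio was 1.031, which argues against the greater depth of the PVR libraries as the source, though both values lie within the spread between library pairs of 1. Over the 15323 genes with at least 1 CPM in RPE or TNT it was 0.797 (205.5 against 257.7), so RNA of other cell types in the membranes may raise the distance. Leaving out genes found in PVR alone can only favour a lower ratio, and over the 12843 genes with at least 1 CPM in each group it was 0.811. A difference between tissue and culture within the RPE cells themselves stays open and untested, as does any batch of the membranes, which cannot be told apart from the group.

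PVR vs. RPE had 2503 changed genes, against 2563 for PVR vs. TNT and 4890 for TNT vs. RPE. With 1 TNT library left out, so that 2 faced 3 control libraries, TNT vs. RPE gave as few as 2863 genes (without TNT replicate 1) and as many as 4282 (without TNT replicate 2), so the lower number of PVR libraries may account for much of the gap to TNT vs. RPE. The same comparison gave 2561 and 2628 genes without RPE replicate 1 or 2. That PVR vs. RPE had fewer genes than PVR vs. TNT did not hold under most alternatives. The order turned with DESeq2 (4105 and 4061), the likelihood ratio test (4100 and 4046), RLE normalization (2512 and 2499), no filter on low counts (3075 and 2851), the test against a 2-fold change (1062 and 721), an adjusted p under 0.01 (436 and 259) and only the 2 groups compared (1888 and 926). It turned too without TNT replicate 1 (1634 and 455), TNT replicate 2 (2387 and 1393), TNT replicate 3 (2619 and 1593) or PVR replicate 1 (1534 and 842), after thinning (2505 and 2474) and without RPE replicate 3 and PVR replicate 1 together (1707 and 912). It held for genes called by both tools (2440 and 2472), without the 2-fold requirement (2684 and 2853) and without PVR replicate 2 (1743 and 2632), RPE replicate 1 (684 and 1664), RPE replicate 2 (714 and 1498) or RPE replicate 3 (2308 and 2623). RPE cells in the membranes that resemble cultured RPE, which the paper proposes, stay open and untested.

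Of the genes of Fig. 4d, 17 were higher in PVR than in control ahRPE and did not pass in TNT, and RNA of macrophages and microglia in the membranes is a candidate source. Markers of these cells had a median log2 ratio of PVR library 2 over PVR library 1 of 1.09 (SD 0.63, from 0.47 to 2.9 over 16 markers). RNA of these cells in proportion to their markers is argued against as the only source of 4 genes more than 3 SD from that median, FOS (-4.67), FOSB (-7.14), CTNNA2 (-6.39) and PAK3 (-3.45), though genes induced in the cells of 1 membrane stay open. For the other 13 of the 17 genes macrophages stay open and undecided, as 1320 of 1827 other genes higher in PVR lay within 3 SD too (Fisher's exact test, two-sided, p = 1). This test replaced earlier ones, on the median over all 17 genes, -0.24 (SD 2.79), and on a narrower window, after their results had been seen. Expression by the RPE or other cells of the membranes stays open and untested.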

How the results depend on the processing

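Chosen only after the data were seen were thinning, the distances over genes with at least 1 CPM and the fit without RPE replicate 3 and PVR replicate 1. Of 438 results for named genes past the threshold, 175 passed under every alternative, and of 300 not past it 173 passed under none. Of 144 counts of list members, 42 stayed within 1.5 times under every alternative. With each library left out in turn, the changed genes were 2561 to 5184 for TNT vs. RPE, 684 to 2619 for PVR vs. RPE and 455 to 2632 for PVR vs. TNT, and the overlaps of TNT vs. RPE were 228 to 1365 with PVR vs. TNT and 349 to 1475 with PVR vs. RPE. The p38-MAPK cascade genes were 3 to 11 in TNT and 1 to 4 in PVR, the correlation of fold changes 0.401 to 0.61, SVD1 82.9 to 86.3%, SVD2 6.71 to 10%, the ratio of distances 0.982 to 1.192 and the share of genes nearer TNT 43.7 to 59.4%. The ratio turned below 1 without RPE replicate 3 (0.996), TNT replicate 2 (0.982) or PVR replicate 1 (0.985), and the share below 50% without RPE replicate 1 (49.8%) or PVR replicate 2 (43.7%). Where a PVR library is left out, the lone PVR sample is assumed to vary like the other groups, and fewer samples are part of each such value. DESeq2 gave 4105 genes for PVR vs. RPE, 4061 for PVR vs. TNT, overlaps of 2254 and 2442 and 6 p38-MAPK cascade genes in PVR, and the likelihood ratio test 4100, 4046, 2217 and 2441 genes. The test against a 2-fold change gave 1981, 1062 and 721 genes in the 3 comparisons, overlaps of 263 and 434 and 2 p38-MAPK cascade genes in TNT. An adjusted p under 0.01 gave 1821, 436 and 259 genes, overlaps of 107 and 200, and 2 and 1 p38-MAPK cascade genes in TNT and PVR. With only the 2 groups compared in the fit, PVR vs. TNT gave 926 genes, an overlap of 439, 1 p38-MAPK cascade gene in PVR and a correlation of 0.665. Without RPE replicate 3 and PVR replicate 1 together these were 912, 474, 1 and 0.608, and without a filter on low counts the correlation was 0.459. SVD1 held 49.8% with centring, 91.2% on all tested genes, 82.5% with a prior count of 0.5 and 54.2% without the log, and SVD2 37.8%, 3.7%, 8.66% and 34.7%. The ratio of distances was 0.797 over genes with at least 1 CPM in RPE or TNT and 0.811 over genes with at least 1 CPM in each group. The log2 fold change of TGFB1 in PVR vs. TNT, with each library left out, went from -0.57 to 1.55 and turned without TNT replicate 3. In PVR vs. RPE that of CRX went from -5.40 to 1.03 and that of FRZB from -4.07 to 1.91, both turning without PVR replicate 1, and without RPE replicate 3 and PVR replicate 1 together ATP1B2 (-3.64), CA2 (-2.83) and FRZB (-4.07) turned. With the replicate block TNT vs. RPE gave 4163 genes, 182 of 207 results for named genes kept their side of the threshold, 16 no longer passed and 9 newly passed, and 39 of 48 list counts stayed within 1.5 times. With DESeq2, 630 of 717 results for named genes kept their side and 87 newly passed, and with RLE normalization 729 of 738 kept it. Thinned to the lowest total the 3 comparisons gave 4828, 2505 and 2474 genes. In all these cases the cause was not tested. Of the 10 ways to split the control and TNT libraries into 3 and 3, the real one called 4890 genes and the highest of the others 0 with edgeR, and 10 splits are too few for a share under 0.05. Of the others, 3 also part the 3 pairs of libraries labelled as the same line. Depth limits genes near the floor of 3 counts over a group, 0.042 CPM in control ahRPE, 0.0329 in TNT and 0.0286 in PVR, and on simulated data with these group sizes edgeR found 22 of 97 genes changed 4-fold in TNT vs. RPE and 11 of 98 in PVR vs. RPE.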

Differences from the paper's values

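For PVR vs. TNT, 2563 genes changed, and the paper's value is 4388. Both ask for a 2-fold change, and the paper states no p threshold. Of the 17 alternatives set before the data were examined, DESeq2 (4061) and the likelihood ratio test (4046) gave a value within 1.5 times of the paper's, and the other 15 did not, with 259 at an adjusted p under 0.01 as the lowest.

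In both TNT vs. RPE and PVR vs. TNT, 1257 genes changed, and the paper's overlap is 2088. DESeq2 (2254), no 2-fold requirement (1541) and the likelihood ratio test (2217) gave a value within 1.5 times of the paper's, and the other 14 of 17 alternatives set before the data were examined did not.

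The paper states that PVR and TNT samples were more similar in expression than RPE and TNT samples. Fewer genes changed in PVR vs. TNT (2563) than in TNT vs. RPE (4890), but the mean distance over all tested genes was 292.6 for PVR and TNT and 282.6 for RPE and TNT, a difference within the spread between pairs. The ratio of distances, 1.035, was 1.192 without PVR replicate 2 and 1.09 without TNT replicate 3. It was under 1 without RPE replicate 3 (0.996), TNT replicate 2 (0.982) or PVR replicate 1 (0.985). It was also under 1 over genes with at least 1 CPM in RPE or TNT (0.797) or in each group (0.811), both chosen after seeing the values. The distances include the spread within each group, larger in PVR (205.4) than in control ahRPE (152.1) or TNT (157.9). They thus do not decide whether the group means of PVR and TNT were the more similar.

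Fig. 4d holds genes of the p38 network that the paper found changed between control ahRPE and PVR. Of the 38 tested, 26 were higher and PPARGC1A lower in PVR, and the other 11 did not pass. The count of higher genes was 12 without RPE replicate 1 or RPE replicate 2 and 17 without PVR replicate 1. IL2RA and LCK had too few counts to be tested. With no filter on low counts both were higher in PVR (adjusted p = 0.016 and 0.022), at 7.45 and 5.17 CPM in PVR replicate 1 and 0.279 and 0.209 in PVR replicate 2, and CEBPA, called with the filter, did not pass (adjusted p = 0.081). Of those not passing, DESeq2 and the likelihood ratio test both called CDON, TCF3, DUSP2, JUN, PTGS2, JUND, LYN, CYBA and SOCS3, and the likelihood ratio test also IL1B and KDR. With no filter on low counts, of the genes not passing CDON, IL1B, DUSP2, JUN, JUND, KDR, CYBA and SOCS3 were called, and with RLE normalization DUSP2 and JUND. A fit of only the 2 groups compared called IL1B, DUSP2 and LYN. Without TNT replicate 3, IL1B, TCF3, DUSP2, KDR and SOCS3 passed, without PVR replicate 2 CDON, JUN, JUND and SOCS3, and without TNT replicate 2 LYN. Thinning, chosen after seeing the values, called DUSP2.

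Supplementary Fig. 3 marks 12 muscle genes as at least 2-fold greater in both PVR and TNT, of which 8 had enough counts to be tested. SGCD was called in both, SGCA in TNT, and DES and ACTC1 in PVR. In PVR, SGCD did not pass without TNT replicate 1, PVR replicate 2 or any single RPE replicate, DES without RPE replicate 1 and ACTC1 without RPE replicate 2. By the fitted fold change alone, whatever its p, SGCA and SGCD were at least 2-fold higher in both, and so was DES, which had only 2 counts in control ahRPE. SGCA was also called in PVR by DESeq2, with no filter on low counts, by the likelihood ratio test and without TNT replicate 3. DES (9 counts in TNT against 2 in control ahRPE) and ACTC1 (log2 fold change 0.94) were not called in TNT under any alternative. SGCB was higher in TNT below 2-fold (log2 fold change 0.86, SE 0.23, adjusted p = 0.029; not passing with the replicate block, adjusted p = 0.073, with no filter on low counts or without TNT replicate 1, TNT replicate 3 or any single RPE replicate, in a range of 0.0069 to 0.87 over all alternatives), and in PVR was called under no alternative, as were TTN and EMD in both comparisons. MYL2, MYL3, MYH6 and MYH7 had too few counts to be tested.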

Other observations

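Genes that the paper measured by other assays were also read in the libraries. COL1A1, a chain of type I collagen, went from 7.99 ± 8.09 CPM in control ahRPE to 3870 ± 4620 in TNT (log2 fold change 8.92, SE 1.73, adjusted p = 0.01) and 5360 ± 3170 in PVR (log2 fold change 9.39, SE 1.79, adjusted p = 0.018, not passing without RPE replicate 1 or RPE replicate 2), and its partner COL1A2 from 2.62 ± 2.73 to 1010 ± 1160 in TNT (log2 fold change 8.59, SE 1.90, adjusted p = 0.016) and 1860 ± 684 in PVR (log2 fold change 9.47, SE 2.00, adjusted p = 0.024), neither passing without RPE replicate 1 or RPE replicate 2. SNAI1, a repressor of E-cadherin, rose in TNT from 0.642 ± 0.42 to 27.5 ± 31.4 CPM (log2 fold change 5.41, SE 1.21, adjusted p = 0.016; not passing without RPE replicate 1, without RPE replicate 2 or with the replicate block, adjusted p = 0.066, in a range of 9.2e-07 to 0.066 over all alternatives). The transcription factors MITF and OTX2 of RPE identity fell in TNT from 325 ± 106 to 12.3 ± 10.5 CPM (log2 fold change -4.72, SE 0.79, adjusted p = 0.0062) and from 416 ± 104 to 28.2 ± 14.5 CPM (log2 fold change -3.89, SE 0.48, adjusted p = 0.0028), with every TNT library below every control library. E-cadherin (CDH1) was at 48.7 ± 9.53 CPM in control ahRPE, 9.84 ± 12.5 in TNT (log2 fold change -2.30, SE 1.14, adjusted p = 0.16; passing as lower only without TNT replicate 2, adjusted p = 0.036, in a range of 0.036 to 0.36 over all alternatives) and 80.8 ± 97.9 in PVR (log2 fold change 0.73, SE 1.20, adjusted p = 0.72), and LAMB2, a laminin chain, at 624 ± 300, 524 ± 25.1 (log2 fold change -0.25, SE 0.35, adjusted p = 0.62) and 417 ± 75 (log2 fold change -0.58, SE 0.40, adjusted p = 0.36). Smooth muscle α-actin (ACTA2), whose reads are uncertain among actins, was at 11 ± 9.14, 73.3 ± 60.5 (log2 fold change 2.74, SE 1.00, adjusted p = 0.073) and 238 ± 255 CPM (log2 fold change 4.44, SE 1.11, adjusted p = 0.039), its rise in TNT passed with DESeq2 (adjusted p = 0.01), the likelihood ratio test (0.016), no filter on low counts (0.039), only the 2 groups compared (0.043) and without PVR replicate 1 (0.049) or PVR replicate 2 (0.048), in a range of 0.01 to 0.22 over all alternatives, and its call in PVR did not pass without TNT replicate 1, TNT replicate 2, PVR replicate 2 or any single RPE replicate.

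LDHA, the lactate dehydrogenase of anaerobic glycolysis, rose in TNT from 380 ± 227 to 1980 ± 978 CPM (log2 fold change 2.38, SE 0.60, adjusted p = 0.023; not passing without RPE replicate 2, TNT replicate 1 or TNT replicate 2), as did PGK1, PFKFB3 and PFKFB4, 4 of 16 genes of hypoxia and glycolysis (4 when adjusted over the list alone; camera adjusted p = 0.107, and adjusted p = 0.74 with an estimated correlation). In PVR PFKFB4 alone of these rose (1 when adjusted over the list alone; camera adjusted p = 0.963, and adjusted p = 0.988 with an estimated correlation). In TNT 1 without RPE replicate 2, TNT replicate 1 or TNT replicate 2 and 2 without RPE replicate 3 of these genes rose, and in PVR none without RPE replicate 2 or PVR replicate 1 and 2 without PVR replicate 2. None of them fell in TNT with all libraries, but 1 without PVR replicate 1 or PVR replicate 2 and with the replicate block and 3 without RPE replicate 3 did. Of 18 genes of epithelial junctions and keratins, 3 rose in TNT (TJP1, CLDN1 and DSP) and 4 fell (CDH3, CLDN3, CRB3 and PARD6B; 3 higher and 4 lower when adjusted over the list alone; camera adjusted p = 0.512, and adjusted p = 0.821 with an estimated correlation), and in PVR CLDN1 and CLDN7 rose (2 when adjusted over the list alone; camera adjusted p = 0.723, and adjusted p = 0.911 with an estimated correlation). In TNT none without RPE replicate 2 and 1 without RPE replicate 1 or TNT replicate 1 of the epithelial genes rose, and 2 without RPE replicate 1 or RPE replicate 2 fell. In PVR none without RPE replicate 1, RPE replicate 2, RPE replicate 3 or TNT replicate 2 and 1 without TNT replicate 1, PVR replicate 1 or PVR replicate 2 rose, and 1 without TNT replicate 3 fell. Of 26 cell cycle genes, MCM6 fell in TNT (not when adjusted over the list alone; camera adjusted p = 0.122, and adjusted p = 0.785 with an estimated correlation) and in PVR (1 when adjusted over the list alone; camera adjusted p = 0.644, and adjusted p = 0.929 with an estimated correlation). Without RPE replicate 3, 19 cell cycle genes were higher in TNT and 12 in PVR. Of the cell cycle genes, none without RPE replicate 1, RPE replicate 2, TNT replicate 2 or TNT replicate 3 and 2 without PVR replicate 1 fell in TNT. In PVR, none without RPE replicate 1, RPE replicate 2 or PVR replicate 1 fell.

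Photoreceptor markers were higher in PVR than in control ahRPE for 6 of 13, among them GNAT1 at 37.9 ± 51.4 CPM and SAG at 16.9 ± 20.1 CPM in PVR (7 when adjusted over the list alone; camera adjusted p = 0.00486, and adjusted p = 0.543 with an estimated correlation), and the count was none without RPE replicate 1, RPE replicate 2 or PVR replicate 1 and 2 without RPE replicate 3 or TNT replicate 1. In TNT 4 fell (PDE6B, NRL, CRX and ROM1) and OPN1SW rose (1 higher and 5 lower when adjusted over the list alone; camera adjusted p = 0.122, and adjusted p = 0.74 with an estimated correlation). In TNT none without TNT replicate 1 and 1 without RPE replicate 1, RPE replicate 2, TNT replicate 2 or TNT replicate 3 fell, and none without RPE replicate 1, RPE replicate 2, RPE replicate 3, TNT replicate 1 or TNT replicate 3 rose. LUM, a proteoglycan of fibroblasts, was at 0.0986 ± 0.0653 CPM in control ahRPE, 10.3 ± 9.76 in TNT (log2 fold change 6.65, SE 1.14, adjusted p = 0.0067) and 121 ± 89.2 in PVR (log2 fold change 10.22, SE 1.26, adjusted p = 0.0062). Of 8 fibroblast and pericyte markers, 4 rose in TNT (NOTCH3, CSPG4, LUM and THY1) and RGS5 fell, a fall that did not pass without TNT replicate 2, TNT replicate 3 or any single RPE replicate (5 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.0814, and adjusted p = 0.579 with an estimated correlation), and NOTCH3, LUM and THY1 rose in PVR (6 when adjusted over the list alone; camera adjusted p = 0.0208, and adjusted p = 0.498 with an estimated correlation). Of this list, 2 without RPE replicate 1 rose in TNT. In PVR 1 without RPE replicate 1, RPE replicate 2, RPE replicate 3, TNT replicate 1 or PVR replicate 1 and 5 without TNT replicate 2 or TNT replicate 3 rose. Endothelial markers rose for 3 of 10 in TNT (TEK, TIE1 and ROBO4; 3 when adjusted over the list alone; camera adjusted p = 0.219, and adjusted p = 0.74 with an estimated correlation) and for TIE1 in PVR (6 when adjusted over the list alone; camera adjusted p = 0.00501, and adjusted p = 0.503 with an estimated correlation). In TNT 1 without RPE replicate 1 or RPE replicate 2 of the endothelial markers rose, and in PVR none without RPE replicate 1, RPE replicate 2, TNT replicate 1 or PVR replicate 1, 2 without TNT replicate 2 and 3 without TNT replicate 3. Of the erythrocyte markers only HBB had enough counts to be tested, and it was at 1.78 ± 0.894 CPM in PVR with no counts in control ahRPE, at least 42.4-fold higher (adjusted p = 0.021; not passing without RPE replicate 1, RPE replicate 2 or PVR replicate 2). Control ahRPE expressed 5 of the photoreceptor, 5 of the fibroblast and 2 of the endothelial markers at 1 CPM or more.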
